# Comprehensive Analysis of mRNA and lncRNA Transcriptomes Reveals the Differentially Hypoxic Response of Preadipocytes During Adipogenesis

**DOI:** 10.3389/fgene.2020.00845

**Published:** 2020-08-06

**Authors:** Jinwei Zhang, Jideng Ma, Xiankun Zhou, Silu Hu, Liangpeng Ge, Jing Sun, Penghao Li, Keren Long, Long Jin, Qianzi Tang, Lingyan Liu, Xuewei Li, Surong Shuai, Mingzhou Li

**Keywords:** hypoxia, adipogenesis, mRNA, lncRNA, expression pattern

## Abstract

Local hypoxia has recently been reported to occur in the white adipose tissue (WAT) microenvironment during obesity. Adipocytes have a unique life cycle that reflects the different stages of adipogenesis in the WAT niche. Long non-coding RNAs (lncRNAs) play an important role in the cellular response to hypoxia. However, the differentially hypoxic responses of preadipocytes during adipogenesis and the potential role of lncRNAs in this process remain to be elucidated. Here, we evaluated the differentially hypoxic responses of primary hamster preadipocytes during adipogenesis and analyzed mRNA and lncRNA expression in same Ribo-Zero RNA-seq libraries. Hypoxia induced HIF-1α protein during adipogenesis and caused divergent changes of cell phenotypes. A total of 10,318 mRNAs were identified to be expressed in twenty libraries (five timepoints), and 3,198 differentially expressed mRNAs (DE mRNAs) were detected at five timepoints (hypoxia vs. normoxia). Functional enrichment analysis revealed the shared and specific hypoxia response pathways in the different stages of adipogenesis. Hypoxia differentially modulated the expression profile of adipose-associated genes, including adipokines, lipogenesis, lipolysis, hyperplasia, hypertrophy, inflammatory, and extracellular matrix. We also identified 4,296 lncRNAs that were expressed substantially and detected 1,431 DE lncRNAs at five timepoints. Two, 3, 5, 13, and 50 DE mRNAs at D0, D1, D3, D7, and D11, respectively, were highly correlated and locus-nearby DE lncRNAs and mainly involved in the cell cycle, vesicle-mediated transport, and mitochondrion organization. We identified 28 one-to-one lncRNA-mRNA pairs that might be closely related to adipocyte functions, such as *ENSCGRT00015041780*-*Hilpda*, *TU2105*-*Cdsn*, and *TU17588*-*Ltbp3*. These lncRNAs may represent the crucial regulation axis in the cellular response to hypoxia during adipogenesis. This study dissected the effects of hypoxia in the cell during adipogenesis, uncovered novel regulators potentially associated with WAT function, and may provide a new viewpoint for interpretation and treatment of obesity.

## Introduction

Obesity is a major public health issue in both developed and developing countries. It is a well-known risk factor for metabolism-related disorders including type II diabetes, cardiovascular diseases, and non-alcoholic fatty liver (Abarca-Gómez et al., 2017). White adipose tissue (WAT) is the largest calories storage depot and has an important role in maintaining systemic energy homeostasis. Obesity is accompanied by adipose tissue expansion that occurs through a combination of increasing adipocyte number (hyperplasia) and size (hypertrophy) (Rutkowski et al., 2015). Substantial evidence, especially from *in vivo* studies, indicates that WAT expansion induces local hypoxia that is similar to cancer (Ye et al., 2007; Lawler et al., 2016). Healthy hyperplastic WAT expansion is preferred for the adipose tissue response to excess energy intake. Local hypoxia synchronously leads to coordinated angiogenesis and extracellular matrix (ECM) remodeling that promotes *de novo* formation of adipocytes to encourage appropriate WAT expansion (Trayhurn, 2013). However, hypertrophic WAT expansion with uncoordinated angiogenesis will create local severe hypoxia and then triggers adipose tissue dysfunction (Crewe et al., 2017; Hammarstedt et al., 2018). Recent studies imply that an obesity-induced local hypoxic microenvironment in WAT may be involved in insulin resistance, inflammation, and fibrosis, which will further limit the expansion and lipid storage capacity of WAT and exacerbate obesity-associated metabolic disorders (Trayhurn, 2013; Foti and Brunetti, 2017).

The ubiquitous hypoxic response whether physiological [e.g., strenuous exercise (Ameln et al., 2005) and embryogenesis (Vasilev et al., 2016) or pathological [e.g., cancer (Bhandari et al., 2019) and ischemia (Koeppen et al., 2018)], whether external [organism level (Thomas et al., 2019)] or internal [cellular level (Eales et al., 2016)] has been a research hotspot in the past few decades. A decrease in oxygen partial pressure induces the hypoxic response of cells and initiates a series of adaptive programs that are mainly mediated by the family of hypoxia-inducible factors (HIFs), heterodimeric transcription factors containing an oxygen-dependent α subunit and constitutive β subunit (Semenza, 2012). During the cellular response to hypoxia, activated HIF-α dimerizes with HIF-β and then mediates the expression of HIF-regulated genes by binding to the hypoxia response element (5′-RCGTG-3′) of their promoter (Mylonis et al., 2019). HIF-regulated genes are mainly associated with multiple metabolically adaptive pathways, including angiogenesis, anaerobic metabolism, and erythropoiesis (Majmundar et al., 2010). Adipose tissue has high cellular heterogeneity, and adipocytes have a life cycle that reflects the different stages of adipogenesis (Jiang et al., 2012; Lynes and Tseng, 2018). Previous studies indicate that preadipocytes and mature adipocytes have differently hypoxic responses. Specifically, hypoxia inhibits preadipocyte adipogenesis by decreasing expression of PPAR-γ (Kim et al., 2005) and maintaining stem cell characteristics by upregulating Pref-1 (Moon et al., 2018). Hypoxia also induces a different secretome profile in preadipocytes and adipocytes, such as prompting leptin secretion in preadipocytes and increasing inflammatory adipokines and collagens in adipocytes (Wang et al., 2008; Rosenow et al., 2013). Moreover, lncRNA and miRNA patterns in preadipocytes and adipocytes show great differences (Kajimoto et al., 2006; Li et al., 2016). However, the hypoxic response of preadipocytes during adipogenesis has not been elucidated systematically.

*Cricetulus griseus*, commonly known as Chinese Hamster, has a typical tendency of spontaneous diabetes (Miedel and Hankenson, 2015; Wang et al., 2019). Many lipid-related metabolisms of the hamster are more similar to that of humans than mice or rats, including HFD-induced high plasma triglycerides, VLDL and apolipoprotein (ApoB) (Song et al., 2010). Meanwhile, hamster have similar lipid profiles to human, thus the hamster is considered to be an appropriate animal model for research of obesity-associated metabolic disorders, such as insulin resistance, hepatic steatosis, and dyslipidemia (Basciano et al., 2009; Zou et al., 2015; Sun et al., 2019). Considering that primary preadipocytes are most likely to recapitulate the hypoxic response during adipogenesis in a cell-autonomous fashion, we isolated preadipocytes from hamster inguinal WAT (iWAT) and established a preadipocyte differentiation model induced by the classic cocktail method. The differentially hypoxic response of preadipocytes during adipogenesis was evaluated and the expression of mRNAs and lncRNAs in the same Ribo-Zero RNA-seq libraries were analyzed to comprehensively elucidate the distinct effects of hypoxia during adipogenesis (Figure 1). This study will further uncover novel regulators potentially involved in WAT function and may provide a new viewpoint for interpretation and treatment of obesity.

**FIGURE 1:**
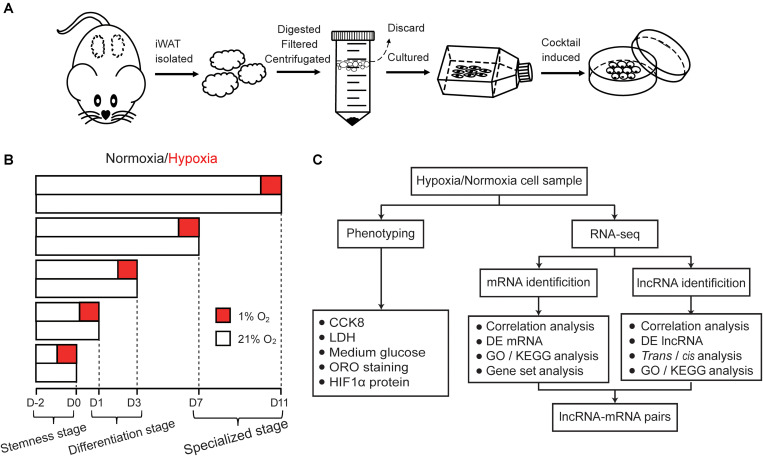
Schematic illustration of this study. **(A)** Schematic of hamster primary preadipocyte culture and differentiation. Firstly, iWAT were isolated and digested, then primary preadipocyte were obtained by filtration and centrifugation, finally, preadipocyte were differentiated by classic cocktail methods. **(B)** Schematic of hypoxic exposure, cell phenotype detection and cell sample collection during adipogenesis under normoxic and hypoxic conditions. The process of adipogenic differentiation were divided into five timepoints including the stemness stage (D0), differentiating stage (D1 and D3), and specialized stage (D7 and D11). Cells in the different stages of adipogenesis were subjected to hypoxia for 24 h (1% O_2_) in advance, then some phenotypic characteristics were detected and cell sample were collected. Oxygen percentage under normoxic and hypoxic conditions is displayed in white (21% O_2_) and red boxes (1% O_2_), respectively. **(C)** Flow chart of cell phenotype detection and RNA-seq analysis.

## Results

### Hypoxic Response of Preadipocytes During Adipogenesis

To explore the differently hypoxic responses of preadipocytes during adipogenesis, we divided this process into five timepoints including the stemness stage (D0), differentiating stage (D1 and D3), and specialized stage (D7 and D11) (Figure 1B). Cells in the different stages of adipogenesis were subjected to hypoxia for 24 h (1% O_2_) in advance, and then some phenotypic characteristics, including HIF-1α protein expression, cell viability, membrane integrity, medium glucose, and triglycerides, were evaluated. As shown in Figure 2, continuous hypoxic exposure for 24 h increased HIF-1α protein expression at all timepoints (*p* < 0.01; Figure 2A) and induced varying degrees of cell injury compared with normoxia-matched groups, including decreased cell viability mainly at D0 (*p* < 0.05; Figure 2B) and increased cell membrane damage at almost all stages of adipogenesis (Figure 2C). Furthermore, we found that hypoxia promoted glucose retention in the medium and inhibited cellular glucose absorption particularly in the early stages of adipogenesis (D1 and D3, *p* < 0.05; Figure 2D), this effect were consistent with reported mechanism that hypoxia affecting the expression and function of caveolins, decreasing cellular sensitivity to insulin, and then reducing effective glucose transport (Varela-Guruceaga et al., 2018; Wilson and Matschinsky, 2019). ORO staining showed that intracellular triglyceride accumulation in normoxia and hypoxia groups were increased, but hypoxia reduced triglyceride accumulation compared with the normoxia group at D11 (*p* < 0.05; Figures 2E,F), demonstrating that the primary cells isolated in this study were genuine preadipocytes and suggesting inhibitory effects of hypoxia on adipogenesis, which were consistent with a previous report (Varela-Guruceaga et al., 2018). These results indicate that hypoxic exposure for 24 h might lead to differently hypoxic responses of preadipocytes during adipogenesis.

**FIGURE 2:**
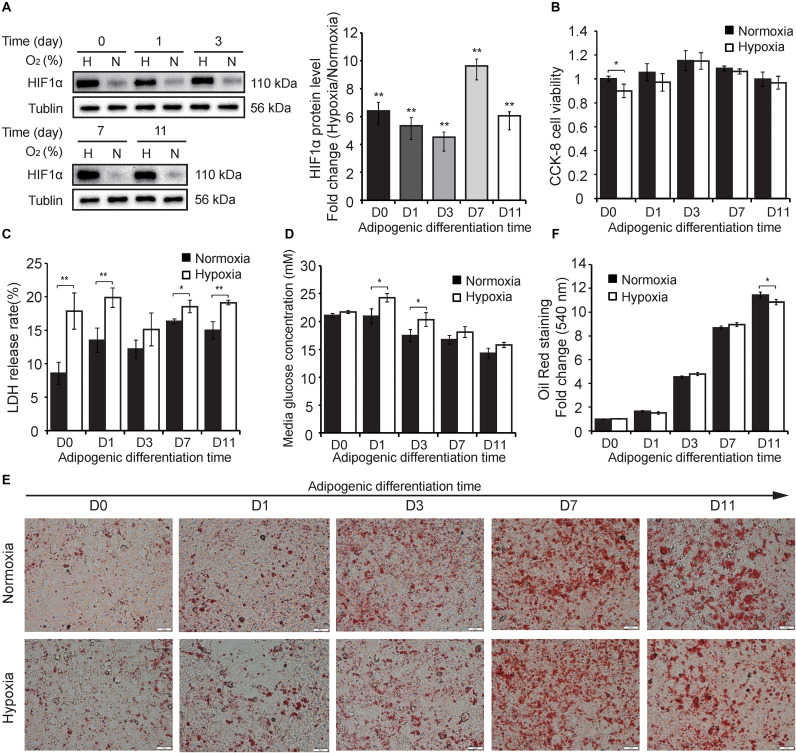
Hypoxic responses of cells during adipogenesis. **(A)** Western blot analyses of HIF-1α protein (left panel). Band intensities were quantified using ImageJ software (right panel) and Tubulin was used as a control. Cell viability **(B)**, membrane damage **(C)**, and the medium glucose concentration **(D)** were evaluated in cells at different stages of adipogenesis under hypoxia (1% O_2_) and normoxia (21% O_2_). **(E)** The cells at different stages of adipogenesis were stained by ORO and were photographed (scale bar: 20 μm). **(F)** Triglyceride in stained cells were quantified by measuring the absorbance at 510 nm. Three independent experiments were performed in triplicate. Means ± SD are presented for each group. *p < 0.05, **p < 0.01; hypoxia group compared with the normoxia-matched group at each timepoint. H, hypoxia; N, normoxia.

### Hypoxia Influences Expression Profiles of mRNAs During Adipogenesis

To explore changes in the mRNA transcriptome of preadipocytes during adipogenesis under hypoxia, we performed RNA-seq analysis of the hypoxia-exposed cells (normoxia-matched) at different stages of adipogenesis. From the twenty Ribo-zero RNA-seq libraries, we obtained ∼207.01 Gb (∼10.35 Gb per library) of high-quality data in which ∼196.21 Gb (∼9.81 Gb per library) were mapped to *Cricetulus griseus* reference genome with an average 94.78% map ratio (Supplementary Table S1). 

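Preadipocytes from the inguinal white adipose tissue of Chinese hamsters were differentiated in culture, and cells that had spent 24 h in 1% O2 were compared with cells kept in 21% O2 at D0, D1, D3, D7 and D11, with 2 libraries per group and 20 in all. The values are TPM for 10318 mRNAs, which the authors computed with kallisto 0.44.0 on transcripts assembled against the CriGri-PICR genome. All 10318 had TPM above 1 in both libraries of at least 1 group, and 8019 passed a threshold of 5. The listed mRNAs and lncRNAs held 29.0% to 56.0% of all TPM of a library, with a mean of 47.1% in normoxia and 55.1% in hypoxia at D11. A library had 101086702 to 105903510 clean reads, of which 94024144 to 100618924 were mapped, by Supplementary Table S1, and the read counts of single genes are in no file. Hypoxia was compared with normoxia at each timepoint with limma on log2(TPM + 1), in 1 fit of all 20 libraries with 10 residual degrees of freedom, and a DE mRNA had an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. The median log2 fold change of all mRNAs was -0.19 at D7 and 0.51 at D11, and at these timepoints a relative log2 fold change is the fold change minus this median, while p-values belong to the fold change before subtraction. A list of genes was tested with camera from limma at a preset inter-gene correlation of 0.01, its value is the median log2 fold change of its members relative to all mRNAs, and members that rose or fell had an adjusted p under 0.05. By this rule 1029 of all 10318 mRNAs rose and 4040 fell at D7, and 6536 rose and 1365 fell at D11. Counts of list members at D7 and D11 are to be read against these numbers. All results that use the D11 libraries hold for their labels as given. An exchange of hypoxia and normoxia at D11 could not be told apart from true opposite effects at D7 and D11. The p-values measure only the spread between these libraries, since the tissue was pooled, and the paper calls the libraries of a group biological replicates but does not say whether they came from separate cultures. Gene names were known for 3858 mRNAs, from the paper's supplementary tables, which name mainly genes that changed in the paper's own comparison. Members without a name were left out of the lists that are not the study's. A name was known for 12 of 23 members of glycolysis, 28 of 56 of mitosis and 29 of 52 of DNA replication. Counts and tests of such lists therefore lean towards genes already called in these libraries.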

In total, 10,318 mRNAs were expressed (TPM > 1 in at least two replicates of one group) in twenty libraries. Hierarchical clustering based on global expression profiles of all samples showed that the two replicates of each group were clustered together and each timepoint, except D7 and D11, was clustered (Figure 3A). 

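Hypoxic cells clustered with normoxic cells of the next timepoint from D3 on: hypoxic D3 cells joined normoxic D7 cells, and hypoxic D7 cells joined normoxic D11 cells, before either joined the other oxygen level of its own timepoint. Normoxic D11 libraries correlated with hypoxic D7 libraries at a mean Pearson r of 0.975 across mRNAs (4 pairs of libraries, 0.973 to 0.976), and with normoxic D7 libraries at 0.954 (0.954 to 0.955). Normoxic D7 libraries reached 0.979 with hypoxic D3 libraries and 0.961 with hypoxic D11 libraries. In complete-linkage clustering on the Euclidean distance of log2(TPM + 1), the replicates of all 10 groups joined each other first. The 4 libraries of D0 formed a cluster of their own, and those of D1 did so with 1 minus r and average linkage or with Ward linkage; the libraries of D3, D7 and D11 did not under any of these 3 methods. Among the hypoxic or the normoxic libraries alone, clustered apart only after the first outcome was seen, D0, D1 and D3 formed 1 cluster with each method.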

Hierarchical clustering in hypoxia and normoxia groups also suggested good biological replicates and that the early stages of adipogenesis (D0, D1, and D3) were clustered together and hypoxia obviously influenced the cluster profile of the late stages of adipogenesis (D7 and D11) (Figure 3B). Moreover, the average Pearson correlation coefficient of mRNAs showed that the effects of different stages during adipogenesis induced higher expression variability of mRNAs, followed by hypoxic exposure, and the biological replicates had a high correlation in the mRNAs expression profiles (Figure 3C). 

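Averaged over all pairs of libraries, the differentiation stage separated mRNA profiles more than oxygen did, and oxygen more than the replicate. On log2(TPM + 1), the mean Pearson r across mRNAs was 0.943 between timepoints of a treatment (80 pairs of libraries, 0.904 to 0.978), 0.969 between hypoxia and normoxia at a timepoint (20 pairs, 0.935 to 0.988) and 0.995 between replicates (10 pairs, 0.992 to 0.997). At D11 alone the order turned: hypoxia and normoxia had a mean r of 0.938, whereas D7 and D11 had 0.954 in normoxia and 0.952 in hypoxia. On untransformed TPM, where a few abundant transcripts weigh most, the means were 0.736 between timepoints, 0.925 between hypoxia and normoxia and 0.99 between replicates. Pairs share libraries and genes are not independent replicates, so these means were not tested.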

We also noted that hypoxia decreased the mRNA expression correlation as adipogenic differentiation was prolonged, particularly at the specialized stage (Figure 3D). 

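Hypoxic and normoxic cells were most alike before differentiation and least alike at D11. The mean r between them across mRNAs on log2(TPM + 1) was 0.987 at D0, 0.977 at D1, 0.977 at D3, 0.967 at D7 and 0.938 at D11, each over 4 pairs of libraries. The D11 pairs lay between 0.935 and 0.939, below every pair of the earlier timepoints, whereas the difference between D1 and D3 was within the spread of the pairs.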

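In normoxic cells Pparg, Cd36, Fabp4 and Pnpla2 rose from D0 to D11 and Fasn and Gpd1 fell, while the median of all mRNAs moved by -0.38. Pparg, the nuclear receptor that drives adipogenesis, rose by a log2 fold change of 1.93 (adjusted p = 6.1e-10 from limma). Cd36, which takes up fatty acids, rose by 1.81, Fabp4, which carries them, by 1.41, and Pnpla2, which encodes adipose triglyceride lipase, by 1.32. Fasn, which encodes fatty acid synthase, had a log2 fold change of -1.85 and Gpd1, which makes glycerol 3-phosphate for triglycerides, of -1.52. Of 17 adipocyte markers with a name, 10 rose, 5 fell and 2 did not pass, with the same numbers when adjusted over the list alone, and the list's relative median was 0.86 (camera adjusted p = 0.0076; adjusted p = 0.47 with an estimated correlation; adjusted p = 0.077 after each library was centred on its median). Of the study's 7 lipogenesis genes 6 rose and 0 fell (relative median 2.31, camera adjusted p = 1.0e-05; adjusted p = 0.26 with an estimated correlation). Of the preadipocyte and fibroblast markers only Pdgfra and Zfp521 had a name, too few for a test.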

Taken together, these results further demonstrate the success and repeatability of the adipogenesis model of hamster primary preadipocytes, and that hypoxia induced divergent changes of mRNA expression profiles during adipogenesis. Specifically, the higher the degree of cell differentiation, the greater the effect of hypoxia on the mRNA transcriptome.

**FIGURE 3:**
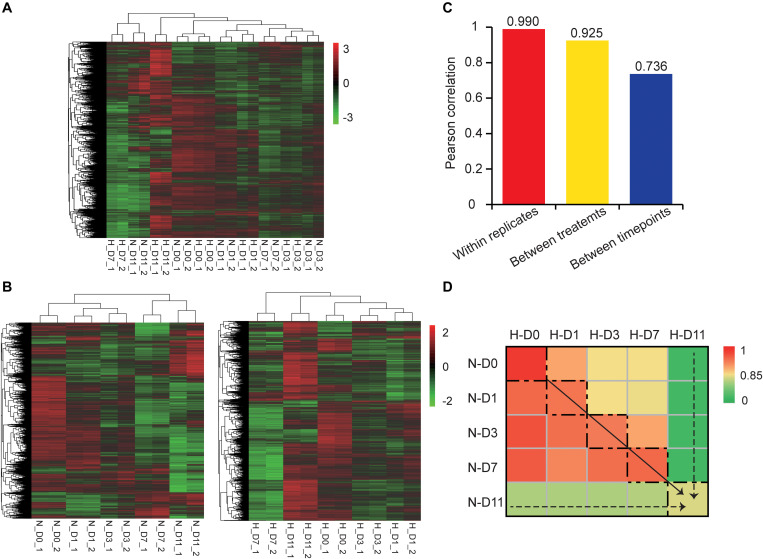
Hypoxia influences expression profiles of mRNAs during adipogenesis. Hierarchical clustering based on global expression profiles of mRNAs in all samples **(A)**, and hypoxia groups or normoxia groups **(B)**. **(C)** Pearson correlation coefficients within replicates of the same group, between two treatments, or between five timepoints of adipogenic differentiation. **(D)** Pearson correlation matrix between hypoxia and normoxia groups ranked by the adipogenic differentiation time. Dashed box represents the Pearson correlation between hypoxia and normoxia-matched groups. H, hypoxia; N, normoxia.

### Functional Analysis of Differentially Expressed mRNAs (DE mRNAs)

We analyzed DE mRNAs at each timepoint (hypoxia *vs.* normoxia) with the cutoff (fold change > 2; FDR < 0.05). 

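Ndufa4l2, Bnip3 and Pygl were among the mRNAs that hypoxia raised most at D0, D1 and D3. Ndufa4l2, which lowers the activity of respiratory complex I, rose from 1.51 ± 0.191 TPM (SD, n = 2) in normoxia to 126 ± 20.9 TPM (SD, n = 2) in hypoxia at D1, a log2 fold change of 5.65 (standard error 0.23, adjusted p = 2.2e-12 from limma), with 4.41 at D0 and 3.66 at D3. Bnip3, a mitophagy receptor, rose by 3.76, 3.73 and 2.43 at D0, D1 and D3, and Tmem45a, a membrane protein gene, by 3.22, 3.16 and 3.05. Pygl, which breaks glycogen down, rose by 2.86, 3.39 and 2.41, and Gbe1, which branches it, by 2.47 at D0 and 2.18 at D3. Fam162a, a mitochondrial target of HIF-1, rose by 2.84 at D0, and at D1 Nedd9, a focal adhesion scaffold, and Slc2a1, which encodes the glucose transporter GLUT1, rose by 2.89 and 2.74. At D3, P4ha2, a collagen prolyl hydroxylase, rose by 2.47. The largest falls were in the histone genes Hist2h2ac (-1.59), Hist2h2ab (-1.44) and H2afx (-1.23), the axon guidance gene Sema3a (-1.44), the cystine transporter gene Slc7a11 (-1.19) and Acsl5, an acyl-CoA synthetase (-1.17), at D1, and in Hist2h2ab (-1.79), mitochondrial creatine kinase Ckmt1 (-1.49), the necroptosis effector Mlkl (-1.35), the chromatin protein Hmga1 (-1.30), the glycoprotein Gpnmb (-1.27) and the nucleotide-sugar enzyme Uap1l1 (-1.24) at D3. In all, 88 DE mRNAs were higher and 3 lower at D0, 133 and 50 at D1, and 144 and 50 at D3, and 62 were DE, all higher, at each of these 3 timepoints. After each library was centred on its median the numbers higher and lower were 166 and 28 at D1 and 177 and 29 at D3, and with a pseudocount of 0.1 they were 146 and 7 at D0, 222 and 119 at D1 and 244 and 134 at D3.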

In total, 3,198 DE mRNAs were obtained at the five timepoints, 149, 326, 365, 1,099, and 2,504 DE mRNAs at D0, D1, D3, D7, and D11, respectively (Figure 4A and Supplementary Table S2). The number of DE mRNAs was gradually increased during cell differentiation, implying that hypoxia had a greater effect on more specialized cells, which was consistent with above results (Figure 3D). 

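More DE mRNAs were lower than higher in hypoxia at D7, and more were higher than lower at D11. Ccn1, which encodes a secreted matricellular protein, rose at D7 from 7.30 ± 1.91 to 105 ± 24.2 TPM (SD, n = 2), a relative log2 fold change of 3.88 (standard error 0.18, adjusted p = 8.2e-11 from limma). Gadd45b and Atf3, both stress-response genes, Lrrc73, of little known function, and Ciart and Dbp, both of the circadian clock, rose by relative values of 2.29, 2.14, 2.29, 2.29 and 2.27. The largest falls at D7 were in Krcc1, which encodes a coiled-coil protein (-2.36), Cyp4b1, a cytochrome P450 (-2.34), Bmf, which promotes apoptosis (-2.28), Spaar, which holds back mTORC1 signalling (-2.18), the chemokine gene Cxcl12 (-2.16) and the ubiquitin ligase gene Rnf125 (-2.06). At D11 Cyp4b1 went the other way, from 1.09 ± 0.137 to 46.5 ± 3.00 TPM, a relative log2 fold change of 3.99, followed by Btn1a1, a butyrophilin (3.89), Retsat, a retinol saturase required for adipogenesis (3.72), Gm14137, of unknown function (3.30), the sulfotransferase gene Sult1a1 (2.89) and the transcription factor gene Atoh8 (2.84). Fgf21, a metabolic hormone gene, fell to 0.807 from 12.1 TPM (-3.38), as did Idi1 (-3.27) and Msmo1 (-2.95) of cholesterol synthesis and Top2a (-3.02), Esco2 (-2.91) and Cenpw (-2.89) of chromosome segregation. There were 71 DE mRNAs higher and 501 lower at D7, and 2192 and 272 at D11. At D11 the direction of this split rests on the scaling between libraries, while at D7 more were lower in each of these settings: with each library centred on its median it was 178 higher and 198 lower at D7 and 404 and 1004 at D11, and with quantile normalization 140 and 222, and 390 and 600. A pseudocount of 0.1 gave 101 and 1184 at D7 and 3315 and 341 at D11. From the rising number of DE mRNAs, the paper proposes that hypoxia affects specialized cells more.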

Figure 4B shows the overlapped and specific DE mRNAs in the different stages of adipogenesis. The overlapped DE mRNAs in the five timepoints were mainly related to basic cell activity and metabolism such as proteolysis (*Gapdh*, *Meltf*, *Gsn*, and *Aim2*), cell secretion (*Gapdh*, *Cxcl12*, and *Aim2*), small molecule biosynthesis (*Gapdh*, *Upp1*, and *Ptges*), and cell adhesion (*Cxcl12*, *Meltf*, and *Gsn*), suggesting that hypoxia affected basal cellular metabolism throughout adipogenesis.

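Gapdh, Upp1 and Aim2 rose in hypoxia from D0 to D7 and were lower in hypoxia at D11. Gapdh, the glycolytic dehydrogenase, had 851 ± 1.23 TPM in hypoxia and 325 ± 17.1 TPM in normoxia (SD, n = 2) at D0, a log2 fold change of 1.39 (standard error 0.12, adjusted p = 2.1e-07 from limma), and changed by 1.76 at D1 and 1.47 at D3, and by relative values of 1.39 at D7 and -1.36 at D11, where it was lower in hypoxia. Upp1, which splits uridine, followed it with 1.63, 1.85, 1.34, 1.45 and -2.08, and Aim2, a DNA sensor, with 1.29, 1.55, 1.93, 1.16 and -1.29. Ptges, which makes prostaglandin E2, and Cxcl12 rose at D0, D1 and D3 (Ptges by 2.28 and Cxcl12 by 1.23 at D1), fell at D7 and rose again at D11 (relative values 1.17 and 0.88). Meltf, a transferrin family gene, and Gsn, which severs actin, did not pass the fold-change threshold at any timepoint (Meltf -0.64 at D0, Gsn 0.92 at D3), and the D11 value of Gsn changed sign from 0.45 to -0.07 when the median of all mRNAs was subtracted. DE mRNAs at all 5 timepoints were Avpi1, a vasopressin-induced gene, Eno2, a glycolytic enolase, and Upp1, and 14 mRNAs were DE, all higher, at D0, D1, D3 and D7, among them Ankrd37, Bhlhe40, Ccng2, Gapdh, Gbe1, Hilpda and Slc2a1.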

**FIGURE 4:**
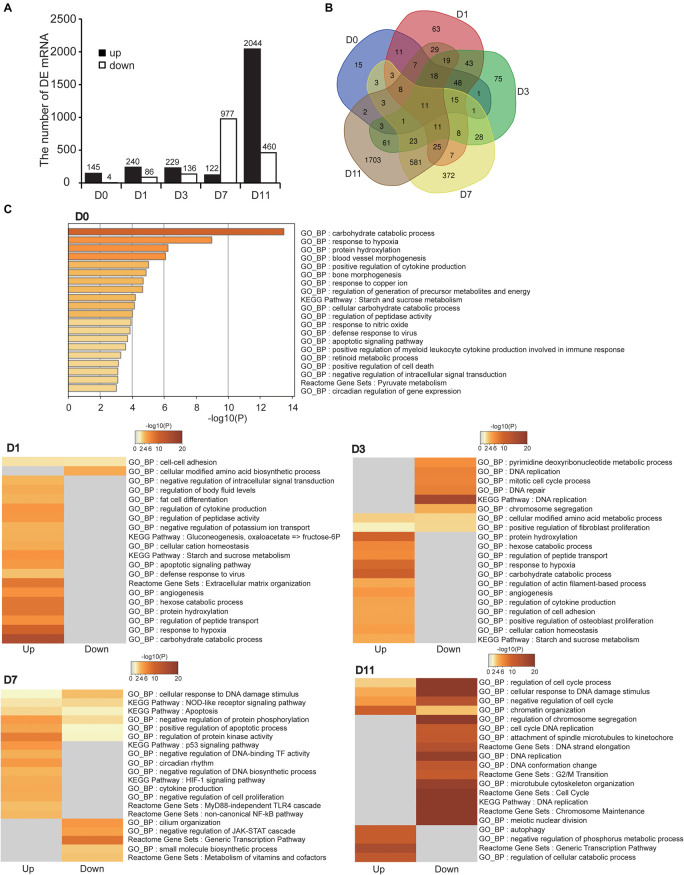
Identification and functional analysis of DE mRNAs. **(A)** Numbers of DE mRNAs at five timepoints of adipogenic differentiation. **(B)** Common and specific DE mRNAs in the five timepoints of adipogenesis showed by Venn diagram. **(C)** Functional enrichment analysis of DE mRNAs at the five timepoints of adipogenesis. Both upregulated and downregulated mRNAs were used in D1, D3, D7, and D11, and only upregulated mRNAs were used in D0.

The cellular adaption to hypoxia is mediated through a variety of mechanisms, mainly by increasing oxygen delivery (erythropoiesis, iron metabolism, and angiogenesis), reducing oxygen consumption (promoting anaerobic metabolism and inhibiting the TCA cycle), and regulating cell proliferation and apoptosis (Brahimi-Horn et al., 2007; Kaelin and Ratcliffe, 2008). Functional enrichment analysis of DE mRNAs at each timepoint revealed that these DE mRNAs were more or less related to hypoxia-adaptive categories (Figure 4C and Supplementary Table S3). For example, upregulated genes were directly enriched in response to hypoxia (or HIF-1 signaling pathway) at D0, D1, D3, and D7, angiogenesis (or blood vessel morphogenesis) at D0, D1, and D3, and energy metabolism at D0, D1, D3, D7, and D11. These well-known biological pathways of the hypoxic response may represent the shared mechanism of the cellular hypoxic response at different stages of adipogenesis. In addition, the cell differentiation process is usually accompanied by inhibition of cell proliferation and mild apoptosis (Bryja et al., 2004; Lamkanfi et al., 2006). 

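Glycolytic genes and other targets of the hypoxia-inducible factors (HIF) rose in hypoxia at D0, D1 and D3, rose by less at D7, and were not called as a group at D11. Among the targets outside glycolysis, Ankrd37, of unknown function, rose by a log2 fold change of 2.68 at D0, and Ddit4, which restrains mTORC1, by 2.41 (from 22.2 ± 6.89 to 120.2 ± 18.9 TPM, SD, n = 2; adjusted p = 2.8e-09 from limma). Egln1, the oxygen sensor that marks HIF for degradation, rose by 2.14 at D1, and Bhlhe40, a repressor of transcription, by 2.23. Of 12 glycolytic genes with a name, from a list of 23, 12 rose and 0 fell at each of D0, D1 and D3, 8 rose, 1 fell and 3 did not pass at D7, and 5 rose, 3 fell and 4 did not pass at D11 (9 and 1 at D7 when adjusted over the list alone, and the same numbers at the other timepoints). At D11 4 of these genes lay above the median of all mRNAs and 8 below it. Their relative medians were 1.502, 1.57, 1.38, 0.81 and -0.42 from D0 to D11 (camera adjusted p = 3.0e-36, 1.2e-25, 5.8e-19, 1.2e-08 and 0.19; with an estimated correlation 0.0038, 0.014, 0.038, 0.18 and 0.76). At D11 Pfkl and Gpi1, enzymes of early glycolysis, still rose by relative values of 0.92 and 0.86. Of late glycolysis, Pgk1 fell (-1.22), whereas Eno2 rose from 11.9 to 25.1 TPM. Of 29 HIF targets outside glycolysis, 23, 26, 26, 20 and 20 rose from D0 to D11, 1 fell at D7 and 3 fell at D11 (adjusted over the list alone, 25, 27, 26, 20 and 21 rose), with relative medians of 1.26, 1.64, 1.44, 0.79 and 0.16 (camera adjusted p = 2.6e-53, 6.0e-42, 1.5e-34, 7.2e-13 and 0.87; with an estimated correlation 0.0038, 0.014, 0.035, 0.18 and 0.96). With each library centred on its median 11 rose and 9 fell at D11, and with quantile normalization the D11 list was past the threshold (relative median 0.51, camera adjusted p = 0.012). Vegfa, the vascular growth factor gene on this list, stayed level early on. In hypoxia and normoxia it had 81.0 and 81.9 TPM at D0, 76.9 and 85.1 TPM at D1, and 45.5 and 45.4 TPM at D3. Of 13 angiogenesis genes, 5, 4 and 4 rose and 0, 1 and 1 fell at D0, D1 and D3 (5, 5 and 4 rose when adjusted over the list alone), led by Adm, a vasodilator peptide (1.93 at D1), and Cspg4, a pericyte proteoglycan (1.07 at D0), with relative medians of 0.26, 0.22 and 0.22 (camera adjusted p = 6.4e-04, 0.0065 and 0.0028; with an estimated correlation 0.28, 0.42 and 0.39; with quantile normalization 0.052 at D1).

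**Figure D1:**
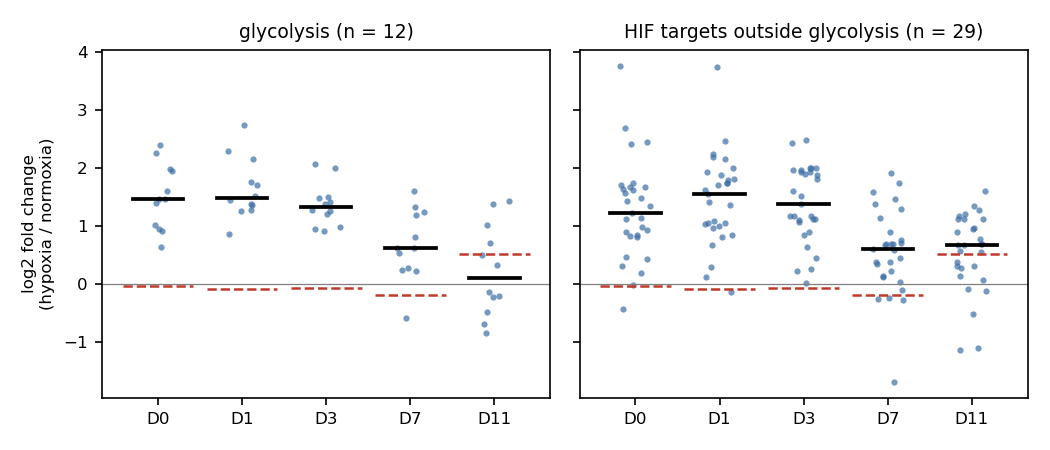
Log2 fold change (hypoxia over normoxia) of each glycolytic gene and each HIF target outside glycolysis at the 5 timepoints; points are genes, black bars list medians and red dashed bars the median of all 10318 mRNAs. All 12 glycolytic genes lie above 0 at D0, D1 and D3, and at D11 both lists scatter around the median of all mRNAs.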

We found that apoptosis-related pathways were enriched at D0, D1, and D7, and negative regulation of cell proliferation at D7, suggesting that further inhibition of proliferation and promotion of apoptosis were involved in the cellular response to hypoxia. It has been reported that autophagy, particularly mitophagy, is implicated in adipogenesis (Zhang Y. et al., 2019). 

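Apoptosis genes split in both directions at D7, and genes of mitosis rose there under hypoxia. Pmaip1, which encodes the death-promoting protein NOXA, rose by a relative log2 fold change of 1.28 at D7, whereas the death-signalling kinase gene Ripk1, Casp6, which encodes an executioner caspase, and Dffa, an inhibitor of the apoptotic nuclease, fell (-1.41, -1.13 and -0.998). Of 24 apoptosis genes, 3 rose and 0 fell at D0, 4 and 7 at D1, and 6 and 11 at D7 (adjusted over the list alone, 3 and 1, 4 and 8, and 7 and 11), with relative medians of -0.0006, 0.03 and -0.04 (camera adjusted p = 0.27, 0.36 and 0.88). Ube2c, which marks cyclins for destruction at the end of mitosis, rose at D7 from 5.46 ± 0.0402 to 18.9 ± 3.99 TPM (SD, n = 2), a relative log2 fold change of 1.80 (standard error 0.19, adjusted p = 1.6e-06 from limma), as did Anln and Prc1 of cytokinesis and Cdc20 of anaphase (1.33, 1.13 and 1.31). Of 28 mitosis genes, 21 rose and 0 fell at D7, with the same numbers when adjusted over the list alone, and their relative median was 0.77 (camera adjusted p = 1.2e-14; adjusted p = 0.20 with an estimated correlation). The list was also called up at D0, where 0 genes passed, and down at D3, where 7 fell and 0 rose, with the same numbers when adjusted over the list alone (relative medians 0.16 and -0.24, camera adjusted p = 0.0023 and 0.0042; with an estimated correlation 0.76 and 0.84), and the D0 call was lost without Normoxia D0 replicate 1 (adjusted p = 0.14) and against the named mRNAs (adjusted p = 0.066). DNA replication genes had fallen earlier: 4 of 29 fell and 0 rose at D0, 22 and 0 at D1, and 25 and 0 at D3 (5 fell at D0 and 27 at D1 when adjusted over the list alone), with relative medians of -0.19, -0.47 and -0.82 (camera adjusted p = 7.7e-05, 2.2e-09 and 2.4e-16; with an estimated correlation 0.60, 0.40 and 0.18), among them Mcm3 of the replicative helicase (-1.24) and Rrm2, which makes deoxynucleotides (-1.07). At D7 1 replication gene rose, 9 fell and 19 did not pass, with the same numbers when adjusted over the list alone (relative median 0.09, camera adjusted p = 0.70), and 9 rose and 2 fell with each library centred on its median.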

We noted that the upregulated genes at D11 were related to autophagy, demonstrating that hypoxia aggravated autophagy in mature adipocytes (specialized stage). 

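Most of the named autophagy genes rose in hypoxia at D11, but not past other mRNAs as a list, and the mitophagy receptor gene Bnip3 fell. Wdr45, which binds the growing autophagosome membrane, rose from 6.08 ± 0.557 to 19.7 ± 0.212 TPM (SD, n = 2), a relative log2 fold change of 1.03 (standard error 0.11, adjusted p = 6.2e-10 from limma). Atg16l1, which places LC3 on the membrane, Atg4d, which processes LC3, and Atg2b, which feeds lipid into the membrane, rose by 0.94, 0.93 and 0.84, and Bnip3 changed by -1.63. Of 16 autophagy genes with a name, 13 rose, 1 fell and 2 did not pass, with the same numbers when adjusted over the list alone, and 10 rose and 4 fell with each library centred on its median. The list's relative median was 0.44, which did not pass against other mRNAs (camera adjusted p = 0.19; 0.036 with quantile normalization), and at D1, where 2 rose and 1 fell, with the same numbers when adjusted over the list alone, it was 0.13 (camera adjusted p = 0.019; 0.53 with an estimated correlation and 0.089 against the named mRNAs).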

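Interferon-response genes fell in hypoxic cells at D7, genes of the TLR4 and NF-κB pathways went both ways, and cytokine and chemokine genes were not called as a list there. Traf3, an adaptor of antiviral and NF-κB signalling, rose by a relative log2 fold change of 1.44 and Irak2, a kinase downstream of MyD88, by 1.07, while Nfkb1, which encodes the p105 and p50 subunits of NF-κB, and Tnip1, which restrains the pathway, changed by -0.60 and -0.60. Of 20 genes of these pathways, 5 rose, 10 fell and 5 did not pass (6 and 10 when adjusted over the list alone, 7 and 8 with each library centred on its median), with a relative median of -0.07 (camera adjusted p = 0.70). Of 8 cytokine and chemokine genes, 5 fell and 0 rose, with the same numbers when adjusted over the list alone, and their relative median was -0.65 (camera adjusted p = 0.14), whereas 3 rose and 0 fell at D0 and 4 and 1 at D1 (3 and 2, and 4 and 1, when adjusted over the list alone), with relative medians of 0.37 and 0.50 (camera adjusted p = 0.014 and 0.015; with an estimated correlation 0.28 and 0.31, with quantile normalization 0.089 and 0.095, against the named mRNAs 0.095 and 0.066). The chemokine gene Cxcl12 fell from 38.0 ± 6.92 to 6.54 ± 0.00731 TPM (SD, n = 2; standard error 0.20, adjusted p = 4.0e-08 from limma), and Il18, an inflammasome cytokine, and Ccl2, which attracts monocytes, changed by relative values of -0.99 and -0.93 at 2.74 and 1.91 TPM in normoxia. Of 16 interferon-response genes, 14 fell and 0 rose, with the same numbers when adjusted over the list alone (relative median -0.63, camera adjusted p = 4.2e-05; adjusted p = 0.20 with an estimated correlation), led by Parp14 and Parp9, both ADP-ribosyltransferase family genes (-1.20 and -1.15), Irf9, which carries the interferon signal to DNA (-1.05), and Ifih1, a sensor of viral RNA (-1.03).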

Intriguingly, immune-related pathways were enriched at D7, including cytokine production (inflammatory response), the MyD88-independent TLR4 cascade, and NF-κB pathway, implying that cells at the late stage of differentiation in response to hypoxia promoted the inflammatory response in WAT, which is also considered to induce WAT dysfunction (Crewe et al., 2017). It is noteworthy that DE mRNAs were enriched in the cell cycle, chromatin reorganization, DNA replication, and DNA repair at D11. These biological processes are involved in maintaining stemness of pluripotent cells. 

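Genes of mitosis and DNA replication were lower in hypoxic than in normoxic cells at D11 as labelled, the reverse of mitosis at D7. With the D11 labels exchanged they would be higher in hypoxia, as mitosis was at D7, and such an exchange could not be excluded. Top2a, which untangles chromosomes, had 31.4 ± 1.68 TPM in hypoxia and 186 ± 51.8 TPM in normoxia (SD, n = 2; standard error 0.15, adjusted p = 4.7e-11 from limma). Cdk1, the mitotic kinase, Spc25, of the kinetochore, Ube2c and the mitotic kinase gene Pbk had relative log2 fold changes of -2.50, -2.52, -2.69 and -2.65. Of 28 mitosis genes, 28 fell and 0 rose, with the same numbers when adjusted over the list alone, and their relative median was -2.22 (camera adjusted p = 5.7e-32; adjusted p = 0.19 with an estimated correlation). Cdc45, a subunit of the replicative helicase, and Cdc6, which loads it, changed by -2.56 and -2.18, Pcna, the sliding clamp, by -2.14, and Rpa2, which coats single strands, by -2.13. Of 29 replication genes, 25 fell and 2 rose, with the same numbers when adjusted over the list alone (relative median -1.64, camera adjusted p = 3.2e-21; adjusted p = 0.19 with an estimated correlation).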

Hypoxia has been reported to help maintain cell stemness and regulate self-renewal partially by mediating the activity of stem cell factors (Oct4, c-Myc, and Nanog) (Li and Rich, 2010; Vadde et al., 2017). Therefore, we speculated that hypoxia may induce recovery of stemness in mature adipocytes (specialized stage). These results indicate that cells at the different stages of adipogenesis have shared and specific hypoxia adaptation mechanism.

### Hypoxia Differentially Modulates the Expression Profiles of Adipose-Associated Genes

We next determined whether adipose-associated genes involved in adipokines, lipogenesis, lipolysis, hyperplasia, hypertrophy, inflammation, and ECM were altered by hypoxia. The expression profile changes of these genes (only one-to-one hamster ortholog genes were used) were represented as a heatmap [log_2_ fold change (hypoxia/normoxia)]. WAT regulates the whole body metabolism by secreting adipokines involved in ECM organization, cell adhesion, and the inflammatory response (Dahlman et al., 2012). We found that hypoxia increased the expression of most adipokines during cell differentiation except at D7. In particular, hypoxia significantly upregulated these adipokines at D11 compared with the other timepoints (*p* < 0.01), implying that mature lipid-filled adipocytes had a stronger secretion capacity under hypoxia (Figure 5A, Supplementary Figure S1A and Supplementary Table S4-1). 

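Hypoxia raised most of the study's adipokines at D11, as it did most mRNAs, and the list was not called there against other mRNAs. The macrophage growth factor gene Csf1 rose most, and few adipokines passed the adjusted p before D3. Csf1 rose at D11 from 2.00 ± 0.216 to 19.5 ± 2.22 TPM (SD, n = 2), a relative log2 fold change of 2.25 (standard error 0.15, adjusted p = 2.3e-11 from limma), followed by the basement-membrane genes Col4a2, Col18a1 and Hspg2 (1.26, 1.196 and 0.85). Of the study's 24 adipokines, 1 rose and 0 fell at D0, 2 and 2 at D1, 7 and 3 at D3, and 20 and 1 at D11 (adjusted over the list alone, 1 and 0, 1 and 0, 7 and 3, and 20 and 1). The study took its 8 lists from earlier reports and tabulated their fold changes on these samples, so their counts are not independent evidence. The D11 numbers were 12 and 4 with each library centred on its median. The relative medians were 0.08, 0.11, 0.23 and 0.35 (camera adjusted p = 0.41, 0.11, 0.022 and 0.11; adjusted p = 0.80 at D3 with an estimated correlation). Without Hypoxia D3 replicate 1 the D3 call was lost (adjusted p = 0.069), as it was against the named mRNAs (0.22, adjusted p = 0.11), and the D11 list passed without Hypoxia D11 replicate 2 (adjusted p = 0.02) or with centring (adjusted p = 0.042). At D3 Col5a1, a fibrillar collagen gene, and Fn1, which encodes fibronectin, rose by 1.01 and 0.89.

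**Figure D2:**
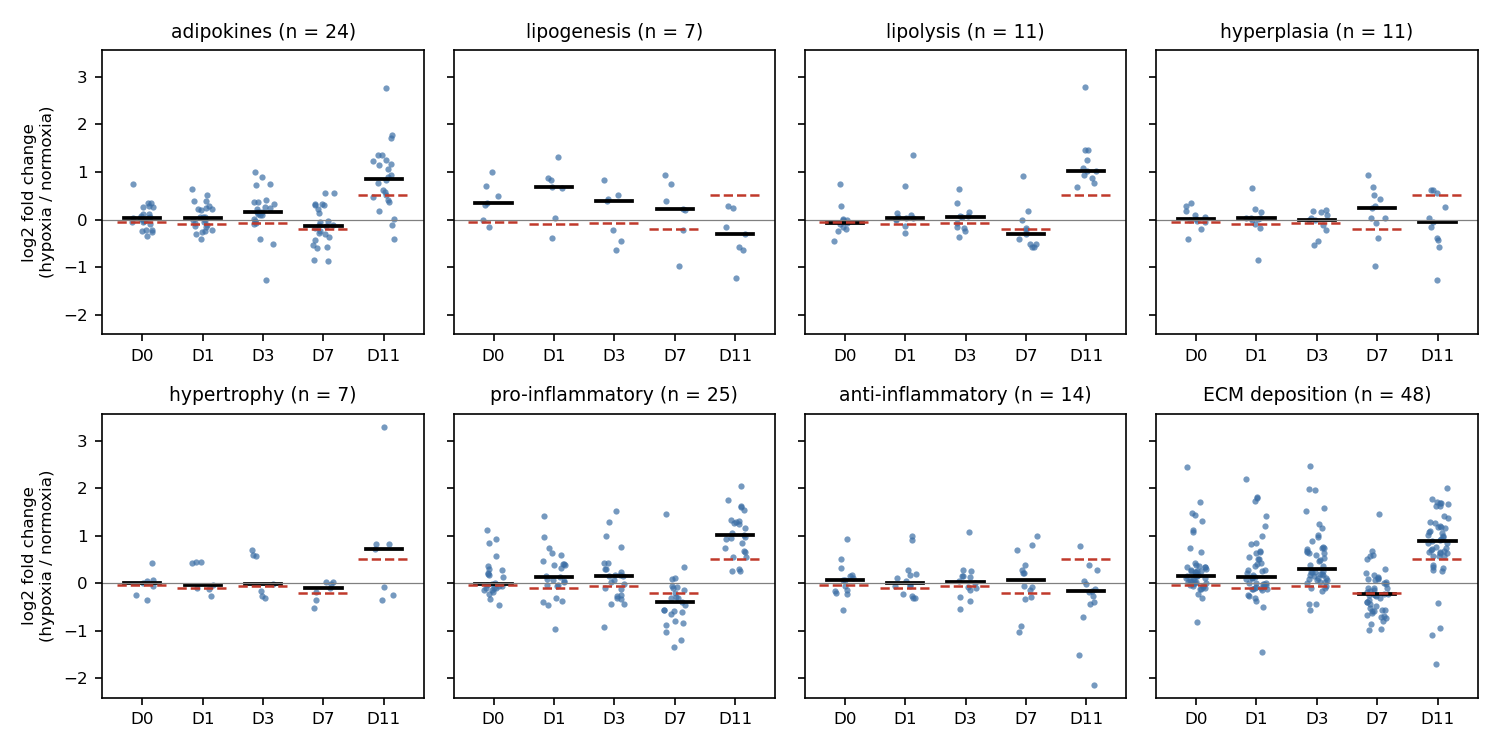
Log2 fold change (hypoxia over normoxia) of each gene in the study's 8 lists of adipose genes at the 5 timepoints; points are genes, black bars list medians and red dashed bars the median of all 10318 mRNAs. At D11 the adipokine, lipolysis, pro-inflammatory and ECM medians lie above that of all mRNAs, and the lipogenesis, hyperplasia and anti-inflammatory medians below it.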

Interestingly, the expression of most adipokines was decreased at D7 (*p* = 0.171, 0.055, 0.065, and 0.004 compared with D0, D1, D3, and D11, respectively). This suggests that the lipid-unfilled cells with a mature adipocyte identity had a divergent expression pattern of adipokines compared with mature lipid-filled adipocytes and immature adipocytes at different adipogenesis stages under hypoxia.

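At D7 the adipokines went in both directions under hypoxia, and the list was not called against other mRNAs. Spon2, a secreted matrix protein, and Csf1 had relative log2 fold changes of -0.67 and -0.66, Hspg2 and Lamb1, of the basement membrane, changed by -0.38 and -0.34, and Thbs1, which activates TGF-β, and Actn1, an actin crosslinker, rose by 0.76 and 0.75. Csf1 had 4.15 ± 0.927 TPM in hypoxia and 8.29 ± 1.48 TPM in normoxia (SD, n = 2; adjusted p = 1.1e-04 from limma). Of the 24 genes, 3 rose, 7 fell and 14 did not pass (3 and 6 when adjusted over the list alone), and 8 rose and 3 fell with each library centred on its median. The list's median was -0.13, or 0.06 relative to all mRNAs (camera adjusted p = 0.41), and the change from D7 to D11 had a relative median of 0.22 (camera adjusted p = 0.41; 0.037 with quantile normalization).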

**FIGURE 5:**
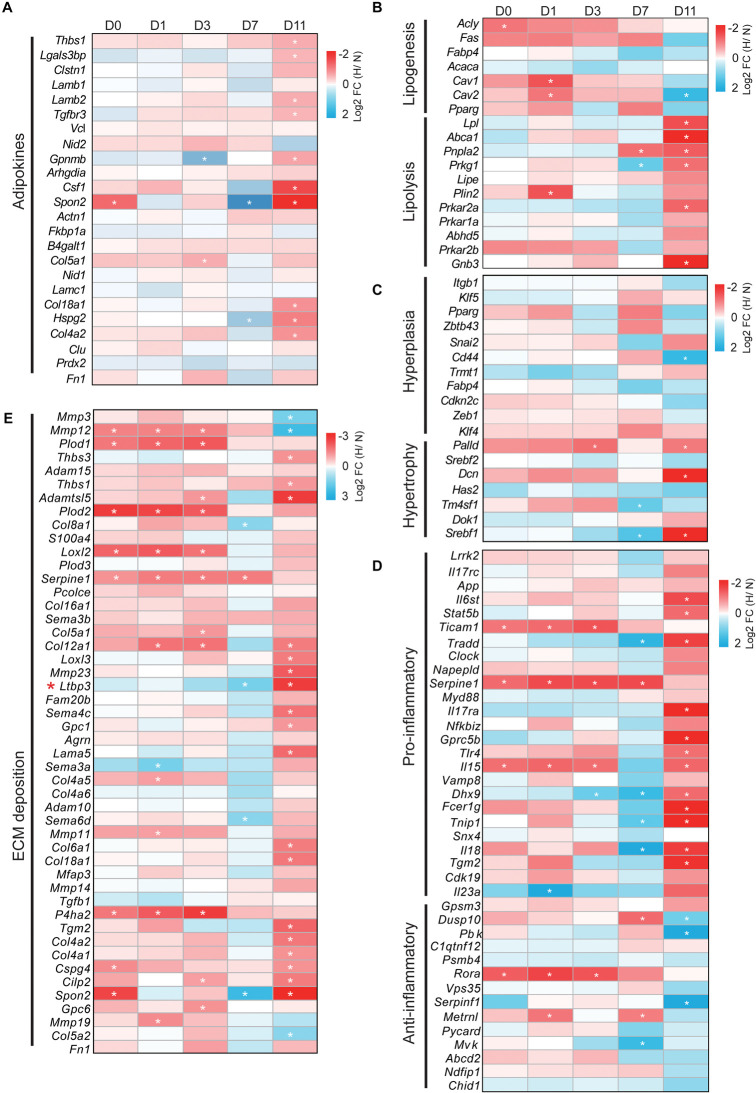
Hypoxia differentially modulates the expression profiles of adipose-associated genes. Genes associated with **(A)** adipokines, **(B)** lipogenesis and lipolysis, **(C)** hyperplasia and hypertrophy, **(D)** pro-inflammation and anti-inflammation, and **(E)** ECM modulated by hypoxia. Expression profiling of these genes is presented as heatmaps [log_2_ fold change (hypoxia/normoxia)]. Corresponding box plots represent the overall expression change of these genes at each timepoint (Supplementary Figure S1). *p < 0.05, **p < 0.01. H, hypoxia; N, normoxia. The gene (*Ltbp3*) marked by red star mentioned in “Discussion” section.

Next, we analyzed how hypoxia affected the expression of adipose metabolism-related genes, including lipogenesis, lipolysis, hyperplasia, and hypertrophy, in cells at the different adipogenesis stages. As shown in Figure 5B, Supplementary Figure S1B, and Supplementary Table S4-2, hypoxia increased the expression of lipogenesis genes at D0, D1, D3, and D7, and markedly decreased their expression at D11. In contrast, the expression of lipolysis genes was weakly altered at D0, D1, and D3, but were significantly downregulated at D7 and upregulated at D11. This result shows that mature lipid-filled adipocytes had a strong lipolysis capacity and the lipogenesis capacity increased in cells at other adipogenesis stages under hypoxia. 

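Lipogenesis genes rose as a list in hypoxia at D0 and D1, and the adipogenic regulator Pparg moved up at D1 and D7 and down at D3 and D11. Acly, which makes cytosolic acetyl-CoA, rose at D0 from 43.4 ± 0.163 to 88.3 ± 8.51 TPM (SD, n = 2), a log2 fold change of 1.00 (standard error 0.13, adjusted p = 2.1e-05 from limma), and by 0.83 and 0.83 at D1 and D3; at D11 its change was 0.29, or -0.22 relative to all mRNAs, so that its direction there depends on the scaling. Cav1 and Cav2, which form caveolae, rose by 1.31 and 0.86 at D1, and Cav2 had a relative value of -1.73 at D11. Pparg changed by 0.66 at D1, -0.45 at D3 and, in relative values, 1.12 at D7 and -1.10 at D11, and Acaca, which commits acetyl-CoA to fatty acids, by -0.65 at D3. Fabp4 fell at D7 (-0.78). Of the study's 7 lipogenesis genes, 2 rose and 0 fell at D0, 4 and 1 at D1, 3 and 2 at D3, 2 and 1 at D7, and 1 and 3 at D11 (adjusted over the list alone, 2 and 0, 5 and 1, 3 and 2, 3 and 1, and 0 and 2), and all 7 fell at D11 with each library centred on its median. Relative medians were 0.39, 0.78, 0.45, 0.43 and -0.83 (camera adjusted p = 0.0013, 3.6e-04, 0.47, 0.085 and 0.0075), and with an estimated correlation the 3 calls were lost (adjusted p = 0.60 at D0, 0.43 at D1 and 0.31 at D11). With quantile normalization the D11 value was -0.11 and that call was lost (adjusted p = 0.31).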

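All lipolysis genes rose in hypoxia at D11, among them the lipase genes Lpl, Pnpla2 and Lipe, and a smaller part of them fell at D7. Abca1, which exports cholesterol, rose at D11 from 4.15 ± 0.745 to 34.2 ± 0.150 TPM (SD, n = 2), a relative log2 fold change of 2.27 (standard error 0.12, adjusted p = 2.1e-12 from limma), and Lpl, which frees fatty acids from lipoproteins, Pnpla2 and Prkar2a, a regulatory subunit of protein kinase A, by 0.95, 0.94 and 0.73. At D7 Prkg1, a kinase driven by cGMP, and Prkar2b and Prkar1a, both regulatory subunits of protein kinase A, had relative values of -0.39, -0.38 and -0.32, while Pnpla2 rose (1.10); at D1 Plin2, which coats lipid droplets, rose by 1.37. Among 11 genes in the study's list, 1 rose and 1 fell at D0, 2 and 0 at D1, 2 and 1 at D3, 1 and 6 at D7, and 11 and 0 at D11, with the same numbers when adjusted over the list alone; with each library centred on its median 2 rose and 3 fell at D7, and 9 and 0 at D11. Relative medians were -0.03, 0.12, 0.12, -0.10 and 0.50 (camera adjusted p = 0.998, 0.043, 0.47, 0.96 and 0.0075; with an estimated correlation 0.43 at D1 and 0.31 at D11), and the D1 call was also lost without Hypoxia D1 replicate 1 (adjusted p = 0.091) or with centring (adjusted p = 0.051) or quantile normalization (adjusted p = 0.087). Against the named mRNAs both calls were lost (0.10, adjusted p = 0.18 at D1, and 0.27, adjusted p = 0.052 at D11).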

In parallel, we found that hypoxia weakly influenced the expression pattern of hyperplasia- and hypertrophy-related genes at D0, D1, and D3 (Figure 5C, Supplementary Figure S1C, and Supplementary Table S4-3). However, hypoxia conversely altered the expression of these genes at D7 and D11, although the overall difference was not significant. Specifically, hypoxia increased hyperplasia-related gene expression at D7 and decreased such expression at D11, and hypertrophy-related genes showed the opposite trend (Figure 5C and Supplementary Figure S1C). These results indicate that hypoxia had little effect on the adipose metabolism process in the early stage of adipogenesis and intensively influenced adipose metabolism in mature adipocytes, further suggesting that hypoxia had the opposite effects in mature lipid-filled adipocytes and lipid-unfilled adipocytes.

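Genes of adipocyte number were mixed at D7 and leaned lower at D11, and among the genes of adipocyte size the matrix proteoglycan gene Dcn rose most at D11. Dcn rose from 2.00 ± 0.667 to 28.2 ± 4.89 TPM (SD, n = 2), a relative log2 fold change of 2.78 (standard error 0.18, adjusted p = 2.2e-11 from limma), and Srebf1, which activates lipid synthesis, and Palld, an actin-binding protein, by 0.31 and 0.31, with Srebf1 at only 1.24 TPM. Klf4, a stem-cell transcription factor, and Cd44, the hyaluronan receptor, rose at D7 (0.88 and 0.71), and at D11 Cd44 fell (-1.79), as did Cdkn2c, a brake on the cell cycle (-0.95). Trmt1, a tRNA methyltransferase, changed by -0.85 at D1. Of the study's 11 hyperplasia genes, 0 rose and 1 fell at D0, 1 and 1 at D1, 0 and 2 at D3, 4 and 2 at D7 (8 and 1 with each library centred on its median), and 3 and 4 at D11 (0 and 8), with the same numbers when adjusted over the list alone. The list shares Pparg and Fabp4 with lipogenesis, and its relative medians were 0.06, 0.11, 0.05, 0.43 and -0.57 (camera adjusted p = 0.64, 0.38, 0.96, 0.034 and 0.015; with an estimated correlation 0.92 at D7 and 0.46 at D11). The D7 call was lost without Normoxia D7 replicate 1 (adjusted p = 0.064), without Hypoxia D7 replicate 2 (adjusted p = 0.10) with centring (adjusted p = 0.082) and with quantile normalization (adjusted p = 0.081). Among 7 hypertrophy genes of the study, 0, 2, 3, 0 and 4 rose and 0, 0, 2, 2 and 1 fell from D0 to D11 (adjusted over the list alone, 1, 3, 3, 0 and 4 rose and 1, 0, 2, 2 and 1 fell), with relative medians of 0.04, 0.04, 0.06, 0.11 and 0.20 (camera adjusted p = 0.998, 0.18, 0.47, 0.96 and 0.95). With each library centred on its median 2 hypertrophy genes rose and 3 fell at D11.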

An appropriate inflammatory response and ECM deposition are important characteristics of WAT homeostasis (Crewe et al., 2017; Hammarstedt et al., 2018). We also explored how hypoxia affected the expression of inflammation- and ECM-related genes in cells at different adipogenesis stage. 

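Pro-inflammatory genes rose together in hypoxia at D11 while anti-inflammatory genes did not. Fcer1g, an Fc receptor signalling chain, rose at D11 by a relative log2 fold change of 1.53, Il6st, the shared receptor of the IL-6 family, by 1.24 (from 63.9 ± 10.8 to 217 ± 0.842 TPM, SD, n = 2; standard error 0.13, adjusted p = 8.8e-10 from limma), and Tgm2, a transglutaminase, by 1.11. Of the anti-inflammatory genes, Serpinf1, which opposes angiogenesis, and Dusp10, a MAP kinase phosphatase, changed by -2.01 and -1.22, and the steepest fall was in Pbk, which is also a mitosis gene. Before that, Ticam1, the adaptor of the MyD88-independent TLR pathway (1.28), and Rora, a nuclear receptor on the anti-inflammatory list (1.07), rose at D3. Of the study's 25 pro-inflammatory genes, 4 rose and 1 fell at D0, 9 and 4 at D1, 5 and 5 at D3, and 22 and 0 at D11 (adjusted over the list alone, 4 and 2, 11 and 5, 5 and 5, and 24 and 0), with relative medians of 0.04, 0.21, 0.21 and 0.49 (camera adjusted p = 0.11, 0.0018, 0.10 and 0.0031; with an estimated correlation 0.43 at D1 and 0.31 at D11), and the D3 list passed without Normoxia D3 replicate 1 (adjusted p = 0.038). Of 14 anti-inflammatory genes, 2, 2, 2 and 2 rose and 1, 2, 2 and 6 fell at these timepoints (adjusted over the list alone, 3 fell at D3, 5 fell at D11 and the other numbers were the same), with a relative median of -0.68 at D11 (camera adjusted p = 2.8e-04; adjusted p = 0.31 with an estimated correlation) and of 0.11, 0.10 and 0.09 before (camera adjusted p = 0.41, 0.13 and 0.47). With each library centred on its median, 18 pro-inflammatory genes rose and 2 fell at D11, and 0 and 12 anti-inflammatory ones.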

Hypoxia had a weak and similar effect on the inflammatory response (pro-inflammation and anti-inflammation) at D0, D1, and D3 (Figure 5D, Supplementary Figure S1D and Supplementary Table S4-4), and significantly increased the expression of pro-inflammatory genes and decreased that of anti-inflammatory genes at D11. Intriguingly, it appeared that hypoxia had the opposite effect on the inflammatory response at D7 compared with D11. Specifically, pro-inflammatory gene expression was markedly decreased and anti-inflammatory gene expression showed an increased trend. In addition, hypoxia obviously increased the expression of ECM deposition-related genes at D0, D1, D3, and D11, but it was decreased at D7 (Figure 5E, Supplementary Figure S1E and Supplementary Table S4-5). These data indicate that hypoxia induced intense changes of inflammation and ECM in mature lipid-filled adipocytes, and lipid-unfilled adipocyte had the opposite hypoxic response compared with cells at other adipogenesis stages.

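At D7 most pro-inflammatory genes fell, and anti-inflammatory genes went in both directions. Dhx9, an RNA helicase that senses nucleic acids, fell from 8.68 ± 1.75 to 2.77 ± 0.0188 TPM (SD, n = 2), a relative log2 fold change of -1.15 (standard error 0.16, adjusted p = 1.5e-06 from limma), and Tradd, the adaptor of TNF receptor 1, had -0.83. On the anti-inflammatory list, Metrnl, a hormone gene linked to browning, and Dusp10 rose (1.01 and 1.19), and Mvk, a kinase of the mevalonate pathway, and Pycard, an inflammasome adaptor, fell (-0.83 and -0.70). Of the pro-inflammatory genes, 1 rose, 15 fell and 9 did not pass (2 and 16 when adjusted over the list alone, 4 and 11 with each library centred on its median), with a relative median of -0.20 (camera adjusted p = 0.22). Of the anti-inflammatory genes, 4 rose and 4 fell (5 and 4 when adjusted over the list alone, 7 and 2 with centring), with a relative median of 0.27 (camera adjusted p = 0.085).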

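Matrix genes rose as a list in hypoxia at D0, D1, D3 and D11, and the list was not called at D7. Plod2, which hydroxylates collagen lysines, rose at D0 from 9.47 ± 0.348 to 56.2 ± 3.76 TPM (SD, n = 2), a log2 fold change of 2.45 (standard error 0.15, adjusted p = 1.2e-09 from limma), with Loxl2, which crosslinks collagen (1.70), and Plod1 (1.43); both Plod genes are also on the HIF list. Mmp23, a metalloproteinase gene, and Lama5, a laminin chain gene, rose at D11 by relative values of 1.49 and 1.17, and Mmp12, the macrophage elastase gene, fell (-2.21). Col4a5, of the basement membrane, Col8a1, a network collagen, and Ltbp3, which stores latent TGF-β, had relative values of -0.79, -0.76 and -0.60 at D7. Of the study's 48 ECM genes, 9 rose and 1 fell at D0, 16 and 3 at D1, 23 and 3 at D3, 5 and 18 at D7 (13 and 12 with each library centred on its median), and 42 and 4 at D11 (25 and 6); adjusted over the list alone, 10 rose at D0, 18 rose at D1 and the other numbers were the same. Their medians were 0.16, 0.13, 0.31, -0.23 and 0.89, and relative to all mRNAs 0.21, 0.22, 0.37, -0.03 and 0.38 (camera adjusted p = 5.9e-09, 3.3e-07, 3.5e-11, 0.96 and 0.016). With an estimated correlation the 4 calls were lost (adjusted p = 0.60, 0.43, 0.80 and 0.71 at D0, D1, D3 and D11), and the D11 call also without Normoxia D11 replicate 2 (adjusted p = 0.051) and against the named mRNAs (relative median 0.14, adjusted p = 0.26). From the lists of inflammation and matrix genes, the paper concludes that hypoxia changed both strongly in mature lipid-filled adipocytes, and that lipid-unfilled adipocytes responded the opposite way.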

### Characteristics and Expression Profiles of lncRNAs

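The table of lncRNAs holds 4295 features in the same 20 libraries, as TPM from the same quantification, and all 4295 had TPM above 0.1 in both libraries of at least 1 group (2259 above 1). Hypoxia was compared with normoxia with limma on log2(TPM + 0.1), and a DE lncRNA had an adjusted p under 0.01 and a log2 fold change beyond 1 in either direction. The median log2 fold change of all lncRNAs was 0.15, 0.10, 0.03, -0.61 and 1.01 from D0 to D11, and relative values for lncRNAs have the median of their timepoint subtracted. Most lncRNAs carry only an assembly number, so their neighbours and not their names tie them to a function.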

We also identified 4,296 lncRNAs that were substantially expressed (TPM > 0.1 in at least two replicates of one group). 

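The lncRNAs were expressed at a fraction of the level of mRNAs. The median of the mean TPM over the 20 libraries was 0.598 for lncRNAs and 8.90 for mRNAs, and 66.8% of lncRNAs but 5.44% of mRNAs had a mean TPM under 1. Averaged over all features and libraries, TPM was 5.84 for lncRNAs and 33.0 for mRNAs, and the lncRNA mean fell to 3.41 without 4 abundant unnamed lncRNAs that were chosen after the values were seen.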

Characteristic comparison of mRNAs and lncRNAs showed that lncRNAs had more transcripts with a lower exon number (median value = 2) and shorter transcript length (median value = 1,200 nt) (Figure 6A), lower expression level (mean TPM value = 4.68; Figure 6B), and lower coding potential (Figure 6C) compared with mRNAs (median exon number = 10; median transcript length = 2,012 nt; mean TPM value = 20.44), which were consistent with a previous study (Jin et al., 2018). 

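The lncRNAs placed hypoxic D7 cells with normoxic D11 cells and hypoxic D3 cells with normoxic D7 cells, as mRNAs did. With complete linkage on log2(TPM + 0.1), the replicates of all 10 groups joined first, and the 4 libraries of D0 and of D1 each formed a cluster, with the same outcome for average linkage on 1 minus r and for Ward linkage. The libraries of D0, D1 and D3 did not form a single cluster apart from the later ones when hypoxia and normoxia were clustered together, and did so within each oxygen level alone.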

Hierarchical clustering based on global expression profiles of lncRNAs indicated good biological replicates in each group (Figure 6D), and that the early stages of adipogenesis (D0, D1, and D3) were clustered together (Figure 6E) and hypoxia obviously influenced the expression profile of lncRNAs in the late stages of adipogenesis (D7 and D11) (Figure 6E). Moreover, the average Pearson correlation coefficient of lncRNAs showed that the effects of the different stages during adipogenesis induced higher expression variability of lncRNAs, followed by hypoxic exposure, and the biological replicates had a high correlation (Figure 6F). This tendency was consistent with the mRNA expression profiles (Figure 3C). These results systemically identified the lncRNA transcriptome in hamster preadipocytes during adipogenesis.

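Averaged over pairs, stage outweighed oxygen for lncRNAs too, and their replicates differed more than those of mRNAs. The mean r across lncRNAs on log2(TPM + 0.1) was 0.870 between timepoints of a treatment, 0.915 between hypoxia and normoxia and 0.958 between replicates (SD 0.0363, 0.0269 and 0.00617). Between hypoxia and normoxia it went from 0.943 at D0 through 0.936, 0.921 and 0.901 to 0.872 at D11. That D11 value was no higher than the mean r between D7 and D11, 0.874 in normoxia and 0.884 in hypoxia. On untransformed TPM, where abundant features weigh most, the first 3 means were 0.566, 0.894 and 0.984, and hypoxia and normoxia were least alike at D7, with 0.995, 0.995, 0.972, 0.518 and 0.991 from D0 to D11.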

**FIGURE 6:**
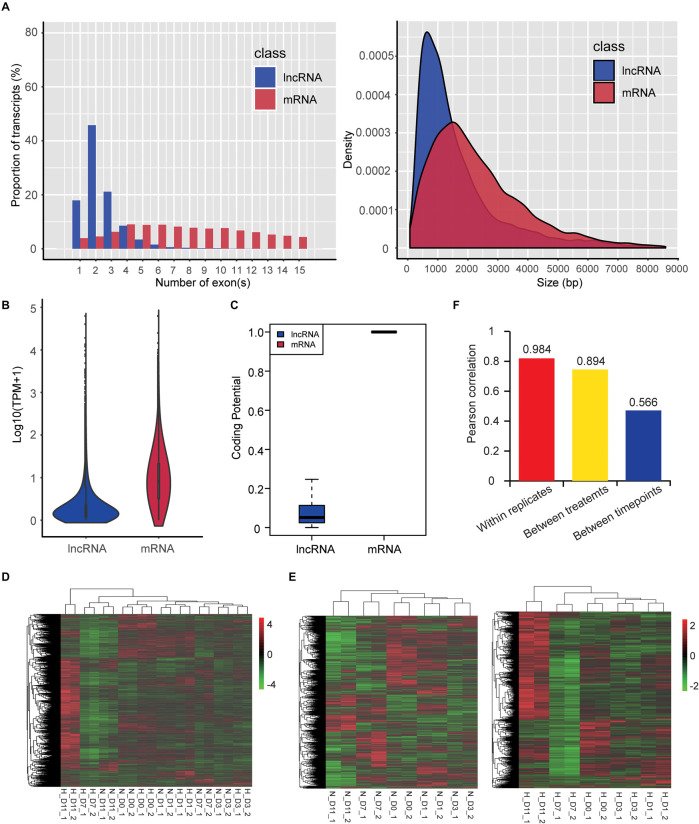
Characteristics and expression profiles of lncRNAs. **(A)** Exon number (transcripts with 1–15 exons were included) and length of transcripts (bp: base pair), **(B)** expression level [TPM value transformed by log_10_ (TPM + 1)], and **(C)** coding potential. Hierarchical clustering based on global expression profiles of lncRNAs in all samples **(D)**, and hypoxia or normoxia groups **(E)**. Pearson correlation coefficients within replicates of the same group, between two treatments, or between five timepoints of adipogenic differentiation **(F)**.

### Identification and Functional Analysis of DE lncRNAs During Adipogenesis Under Hypoxia

We identified 1,431 DE lncRNAs at all timepoint (hypoxia *vs.* normoxia) with the cutoff (fold change > 2; FDR < 0.01). Among them, 158, 250, 195, 43, and 348 lncRNAs were upregulated and 28, 15, 47, 636, and 280 lncRNAs were downregulated at D0, D1, D3, D7, and D11, respectively (Figure 7A and Supplementary Table S5). 

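A pair of lncRNAs, G305 and G5310, answered hypoxia strongly at D0 and D1, and another, G13831, changed direction from stage to stage. G305 rose at D1 from 2.12 ± 0.207 to 36.4 ± 2.31 TPM (SD, n = 2), a log2 fold change of 4.04 (standard error 0.22, adjusted p = 7.4e-08 from limma), and by 3.32 at D0. G5310, the gene of transcript TU12093, rose by 3.10 at D0 and 3.62 at D1, and was DE at all 5 timepoints together with G942. Neither G5310 nor G942 was higher in hypoxia at all of D0, D1, D3 and D7, so each was lower at 1 or more of these timepoints. G10510 (TU23518) and G2478 had -2.45 and -1.42 at D0, and at D1 G1520 had -1.32. G13831 (TU31034) had -1.40 at D1 and relative values of 3.28 at D7 and -3.96 at D11. At D3 ENSCGRG00015016022 and G4128 (TU9369) rose by 3.54 and 3.10, and G8135 and G8645 had -2.21 and -1.96. At D7 G17089 rose by a relative 2.87, and ENSCGRG00015024363 and G8643 had -3.61 and -3.48; at D11 G7652 rose by a relative 5.25, ENSCGRG00015024753 had -3.70, and G1652 (TU3689) was listed at 0 in normoxia and had 6.76 ± 0.970 TPM in hypoxia. DE lncRNAs higher and lower were 31 and 4 at D0, 37 and 16 at D1, 42 and 37 at D3, 24 and 738 at D7, and 1874 and 80 at D11. With the replicate number as a block they were 2 and 1 at D0, 13 and 2 at D1, and 7 and 5 at D3. A limma fit of the 4 libraries of these timepoints gave 0, 2 and 0 in all. With each library centred on its median the numbers higher and lower were 22 and 18, 38 and 51, 50 and 53, 166 and 131, and 169 and 468, and scaled by the library's median mRNA 51 and 390 at D7 and 700 and 183 at D11. With a pseudocount of 1 there were 10 and 128 at D7 and 494 and 30 at D11, and a limma fit of only the 4 libraries of a timepoint gave 0 at D7 and 0 at D11, where 1753 and 2584 had an unadjusted p under 0.05, and 627 and 2177 an adjusted p under 0.05. Leaving out Normoxia replicate 1, Normoxia replicate 2, Hypoxia replicate 1 or Hypoxia replicate 2 left 20, 5, 6 and 7 DE lncRNAs in all at D0, 17, 15, 19 and 14 at D1 and 24, 27, 34 and 19 at D3, and at D7 there were 320 without Normoxia replicate 2 and 346 without Hypoxia replicate 2.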

To predict the biological function of DE lncRNAs, *tans*/*cis* analysis was performed to identify highly correlated (|r| > 0.9, *P* < 0.05; Supplementary Table S6) and locus-nearby mRNAs (within 100 kb of DE lncRNAs; Supplementary Table S6). We found that 2, 3, 5, 13, and 50 DE mRNAs were highly correlated and simultaneously locus-nearby with DE lncRNAs at D0, D1, D3, D7, and D11, respectively (Supplementary Table S6). 

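DE lncRNAs and DE mRNAs within 100 kb of each other mostly changed in the same direction, among them the neighbour of the mitophagy receptor gene Bnip3. The lncRNA G7984 (TU18022), 47381 bp from Bnip3 on the same strand, rose at D0 by a log2 fold change of 1.199, an example chosen after its values were seen. Both members were DE in 64 pairs with 55 mRNAs at D0, D1, D3 and D7, namely 3, 5, 8 and 48 pairs, by the distances of Supplementary Table S6, whose copy lacks 59 entries at D11. The members had the same direction in 58 pairs, and 54.8 were expected from the shares of higher and lower members among these same pairs at each timepoint. At D0 and D1 all pairs shared their direction, so there the expected number could only equal the observed one. The pairs start from lncRNAs that the paper itself called DE. Of 38 pairs on the same strand 36 had the same direction, and of 26 on opposite strands 22 (Fisher's exact test, two-sided, p = 0.21). No correlation across the 20 libraries was computed for a pair, because the libraries fall into groups by stage. From the functions of the correlated neighbours, the paper proposes that these lncRNAs take part in regulating adipocyte functions under hypoxia.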

Functional enrichment analysis of these combined mRNAs suggested that they were mainly involved in the cell cycle, vesicle-mediated transport, and mitochondrion organization (Figure 7B). Previous studies have demonstrated that hypoxia participates in regulation of the cell cycle and induction of cell stemness (Mohyeldin et al., 2010), and mediates extracellular vesicle-loaded adipokine secretion (Mleczko et al., 2018), triggering mitochondrial dysfunction in adipocytes (Jang et al., 2013). Such findings imply that these DE lncRNAs are involved in the regulation of adipocyte functions under hypoxia.

**FIGURE 7:**
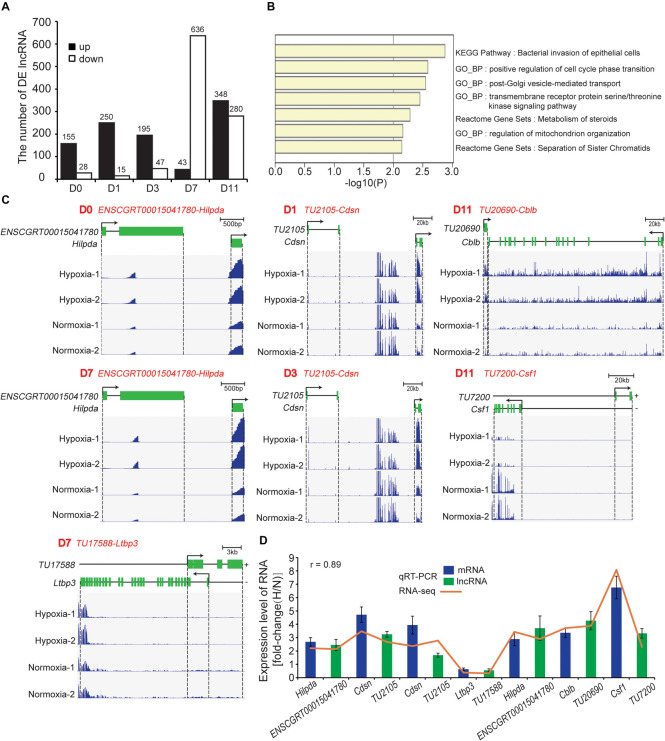
Identification and functional analysis of DE mRNAs. **(A)** Number of DE lncRNAs at the five timepoints of adipogenesis. **(B)** Functional enrichment analysis of combined DE mRNAs that were highly correlated and simultaneously locus-nearby with DE lncRNAs. **(C)** Loci and expression levels of lncRNA and mRNA. *ENSCGRT00015041780*-*Hilpda* (D0 and D7), *TU2105*-*Cdsn* (D1 and D3), *TU17588*-*Ltbp3* (D7), *TU20690*-*Cblb* (D11), and *TU7200*-*Csf1* (D11), respectively. **(D)** Seven lncRNA-mRNA pairs were selected to validate RNA-seq results using qRT-PCR. H, hypoxia; N, normoxia.

We next identified 28 one-to-one lncRNA-mRNA pairs that were less than 100 kb in distance and positively correlated with the expression level based on the above results of *tans*/*cis* analysis (Supplementary Table S6). Notably, some mRNAs have been reported to be closely related to adipocyte functions. For example, hypoxia-inducible lipid droplet-associated (Hilpda), also referred to as HIG-2, localizes to lipid droplets in adipocytes and is the common target gene of HIF-1 (Gimm et al., 2010) and PPARγ (Montserrat and Kersten, 2017). Hilpda promotes lipid deposition in adipose tissue and improves diet-induced insulin resistance independent of lipolysis (DiStefano et al., 2016). We found that the expression levels of lncRNA *ENSCGRT00015041780* and *Hilpda* were increased significantly at D0 and D7 under hypoxia (Figure 7C), indicating that *ENSCGRT00015041780* might regulate *Hilpda* expression. 

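Hilpda, whose protein lets lipid droplets grow, rose with hypoxia at D0 and D7 together with the lncRNA transcript ENSCGRT00015041780, but not at D11. Hilpda rose from 408 ± 24.1 to 1359.5 ± 115 TPM (SD, n = 2) at D7, a relative log2 fold change of 1.93 (standard error 0.14, adjusted p = 2.0e-08 from limma), and by 1.14 at D0. The lncRNA lies 1010 bp away, at 3580391 to 3582040 on the + strand of its scaffold in the CriGri-PICR genome, and rose from 1.54 ± 0.117 to 4.01 ± 0.358 TPM at D7, a relative value of 1.93 (adjusted p = 2.5e-05), and by 1.00 at D0 (adjusted p = 0.0029). Hilpda also rose at D1 and D3 (1.05 and 1.11), where the lncRNA had 0.41 and 0.59 (adjusted p = 0.15 and 0.032), and at D11 Hilpda did not pass (-0.12, adjusted p = 0.42).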

A previous study has indicated that hypoxia induces recruitment of brite adipocytes and “browning” of WAT by stimulating lactate production (Trayhurn and Alomar, 2015). 

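TU2105 and Cdsn, which encodes corneodesmosin, an adhesion protein of the skin, are a pair within 100 kb, and both rose in hypoxia at D1 and D3. TU2105 rose from 5.17 ± 0.508 to 12.1 ± 2.17 TPM (SD, n = 2) at D1, a log2 fold change of 1.203 (standard error 0.21, adjusted p = 0.0048 from limma), and by 1.27 at D3 (adjusted p = 0.0029). Cdsn, 79648 bp away, had 0.749 ± 0.102 and 0.223 ± 0.0507 TPM in hypoxia and normoxia at D1 and 1.71 ± 0.211 and 0.711 ± 0.0659 TPM at D3, with log2 fold changes of 0.52 and 0.66 (adjusted p = 0.0054 and 7.0e-04), under the fold-change threshold of 1. At these low levels the pseudocount decides the size: with 0.1 in place of 1 the changes were 1.40 and 1.16.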

Interestingly, lncRNA *TU2105* and *Cdsn*, a brite adipocyte marker (Wang et al., 2016), were consistently upregulated at D1 and D3 under hypoxia (Figure 7C), suggesting that *TU2105* is involved in the regulation of hypoxia-induced browning of white adipocytes. In addition, Ltbp3 interacts with fibrillin-1 and is closely associated with ECM deposition (Robertson et al., 2015). The *TU17588-Ltbp3* pair was downregulated at D7 under hypoxia (Figure 7C), indicating that *TU17588* may be related to WAT fibrosis and lipid-unfilled cells with a mature adipocyte identity have a “healthier” response to hypoxia (Figure 5E: marked by red star). It is noteworthy that *TU20690-Cblb* and *TU7200-Csf1* were simultaneously upregulated at D11 under hypoxia (Figure 7C). 

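TU17588 and its neighbour Ltbp3, which holds latent TGF-β in the matrix, were lower in hypoxia at D7 and higher at D11. TU17588, 404 bp from the gene, had 0.393 ± 0.0514 TPM in hypoxia and 1.37 ± 0.215 TPM in normoxia (SD, n = 2) at D7, a relative log2 fold change of -0.96 (standard error 0.19, adjusted p = 4.6e-05 from limma). Ltbp3 had 0.747 ± 0.159 and 2.04 ± 0.531 TPM (adjusted p = 4.5e-04), a log2 fold change of -0.79 before the shift is subtracted, short of the threshold of 1. With a pseudocount of 0.1 in place of 1 the change of Ltbp3 was -1.33, past it. At D11 TU17588 rose by a relative 1.68 (adjusted p = 3.1e-07) and Ltbp3 by 1.10 (adjusted p = 3.1e-08).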

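Both lncRNAs rose at D11 with their neighbours, the ubiquitin ligase gene Cblb, which dampens immune receptors, and the growth factor gene Csf1. TU20690, 1368 bp from Cblb, rose from 0.216 ± 0.0107 to 1.71 ± 0.361 TPM (SD, n = 2), a relative log2 fold change of 1.496 (standard error 0.32, adjusted p = 2.0e-05 from limma). Cblb rose from 0.342 ± 0.0316 to 1.53 ± 0.237 TPM, a fold change of 0.91 (0.40 after the shift; adjusted p = 4.7e-08), under the fold-change threshold. With a pseudocount of 0.1 in place of 1 the change of Cblb was 1.88, past it. TU7200, 80064 bp from Csf1, rose from 0.333 ± 0.0486 to 1.57 ± 0.228 TPM, a relative value of 0.93 (adjusted p = 1.6e-05). At D7 the change was the other way for TU7200 (-0.71, adjusted p = 8.6e-04), as for Csf1.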

Csf1 and Cblb are reported to be involved in the infiltration and activation of macrophages (Hirasaka et al., 2007; Abe et al., 2013). Therefore, these identified lncRNA-mRNA pairs may represent a crucial regulation axis in the cellular response to hypoxia during adipogenesis. Next, we validated the expression levels of the abovementioned pairs by qRT-PCR, which showed a high correlation between RNA-seq and qRT-PCR results (Figure 7D).

## Discussion

In recent years, hypoxia has been widely reported to occur in the WAT local microenvironment during obesity (Trayhurn, 2013). Adipocytes have a life cycle that reflects the different stages of adipogenesis in the WAT niche (Jiang et al., 2012; Lynes and Tseng, 2018). Some studies have indicated that preadipocytes and mature adipocytes have different hypoxic responses, but did not further extend to deeper experiments to the entire period of adipogenesis (Wang et al., 2008; Rosenow et al., 2013). In this study, hamster primary preadipocytes were isolated and induced to undergo adipogenic differentiation. Although there was no obvious alteration in adipogenic differentiation or triglyceride deposition except at D11, the cells in the five stages of adipogenesis presented specific hypoxic responses, which prompted us to explore the underlying mechanisms at the transcriptome level by RNA-seq. Whether at the mRNA or lncRNA transcriptome level, Pearson correlation at the different stages of adipogenesis was lowest and the hypoxic exposure have lower expression correlation compared with the biological replicates, reflecting the reliability of the experiment and the effectiveness of the hypoxic treatment (Figures 3C, 6F). Moreover, the numbers of DE mRNAs and DE lncRNAs were gradually increased as the cells continued to differentiate (Figures 4A, 7A), implying that hypoxia has a greater effect on more specialized adipocytes. These results have prompted us to consider the effect of more detailed cell stages during differentiation in a future study.

Obesity-induced local hypoxia in WAT has been demonstrated to be involved in insulin resistance, inflammation, and fibrosis. However, the contribution of cells at different stages of adipogenesis to these biological processes remain to be elucidated. This study showed that hypoxia induced HIF-1α protein expression in all cells at different stages of adipogenesis (Figure 2A), and subsequently triggered varying degrees of hypoxia response during adipogenic differentiation, including cell viability, LDH release, glucose absorption (Figures 1B–D). These results enticed us to explore the underlying mechanisms of differentially hypoxic response of preadipocytes during adipogenesis and its effect on the expression of adipose-related genes at the molecular level. We found that DE mRNAs at the five timepoints of adipogenesis were more or less directly enriched in hypoxia-associated pathways (Figure 4C), but adipose-related pathways were differentially enriched, which implied that the cells at the different stages of adipogenesis could be response to hypoxia, but had different effects on adipose-related identity. When responding to excessive nutrients and energies, WAT expanded in one of two ways: hyperplasia of resident precursors to new adipocytes and hypertrophy of existing adipocytes. Hyperplastic expansion is generally considered as metabolism-adaptive and healthy, whereas hypertrophic expansion is metabolically unhealthy and accompanied by an increase of the hypoxic degree, which further exacerbate local insulin resistance, inflammation, and fibrosis (Ghaben and Scherer, 2019). In our study, the greater variation of adipose-associated genes occurred in cells at late stages of adipogenesis, which was consistent with the results that hypoxia had a greater effect on more specialized adipocytes (Figure 3D). Interestingly, we found that lipid-unfilled cells with a mature adipocyte identity had a divergent expression pattern of all analyzed gene sets compared with the other stages of adipogenesis after hypoxic exposure. Previous studies have indicated that new adipocytes formed via hyperplasia of resident precursor are mature and highly plastic adipocytes with a great potential for lipid storage (Crewe et al., 2017; Hammarstedt et al., 2018). Thus, based on previous reports and the results of the adipose-related gene set analysis in this study, we tentatively speculated that the newly matured and lipid-unfilled adipocyte (corresponding to the D7 of differentiation) have a high plasticity and ability to maintain homeostasis, and these cells could be able to alleviate hypoxia-induced inflammation, fibrosis, insulin resistance, and exhausted lipid storage in WAT. In contrast, the cells at the late stages of adipogenesis (corresponding to the D11 of differentiation) were mature and hypertrophic adipocytes that exhibiting an exhausted lipid storage potential, an aggravated inflammatory response and insulin resistance. Thus, these hypertrophic adipocytes have unhealthy effects on adipose functions under hypoxia (Ghaben and Scherer, 2019). In addition, cells at the early stages of adipogenesis are not genuine adipocytes and have no or an insufficient capacity to store fat, and thus show little unhealthy effects. These results support the previous view that hyperplasia is generally metabolism-healthy, and hypertrophy is metabolically unhealthy in adipose tissue. Therefore, this study suggests that increasing the proportion of newly matured and lipid-unfilled adipocytes with strong plasticity may be an effective strategy for the treatment of obesity-related disorders.

LncRNAs, a class of non-coding transcripts longer than 200 nt, are emerging as key regulators involved in a wide variety of biological processes (Shih and Kung, 2017). In the present study, we analyzed the expression pattern of mRNAs and lncRNAs in the same library and further explored the relationships of lncRNAs and mRNAs in terms of the genomic location and expression level. We identified 28 lncRNA-mRNA pairs that might be involved in the cellular response to hypoxia at different stages of adipogenesis. Among them, *Hilpda* (DiStefano et al., 2016), *Cdsn* (Wang et al., 2016), *Ltbp3* (Robertson et al., 2015), *Cblb*, and *Csf1* (Hirasaka et al., 2007; Abe et al., 2013) have been reported to be involved in adipose functions. These lncRNA-mRNA pairs represent the crucial regulation axis in the cellular response to hypoxia during adipogenesis. Vamp2 regulates glucose uptake by activating the Akt-Vamp2-Glut4 pathway (Guo et al., 2019). Many members of the Fox family have been implicated as important regulators of metabolism. Foxf2 regulates glucose homeostasis through lowering the levels of IRS1 and decreasing insulin-mediated glucose uptake in adipose tissue (Westergren et al., 2009). In addition, Tmem150a plays a key role in the regulation of cytokine production downstream of TLR4 (Romanet, 2017) and may be involved in the inflammatory response in adipose tissue. Firstly, lipid-related metabolisms of the hamster are more similar to that of humans than mice or rats, hamster have similar lipid profiles to human, the hamster is recently considered to be an appropriate animal model for research of obesity-associated metabolic disorders. Secondly, it is worth noting that of 28 lncRNA-mRNA pairs, 17 lncRNAs have sequence similarity to humans greater than 80%. The high sequence similarity of lncRNA is the basis of highly similar functions (Johnsson et al., 2014). Thus, we deduced that these lncRNA-mRNA pairs identified in the present study might be crucial regulators responsible for the differentially hypoxic response of cells during adipogenesis, and have important guiding significance for the interpretation and intervention of human obesity and its related diseases. Deep functional studies are needed to further validate these regulatory pathways.

However, there are some limitations in this study that can be improved in future research. First, the effects of hypoxia during adipogenesis were mainly elucidated by cell-based experiments *in vitro*, dissection of differentially hypoxic effects in obese animal models should be performed in the future. Moreover, the occurrence of obesity-induced hypoxia *in vivo* varies and is unpredictable, and the divergent effects of different hypoxia exposure times and different oxygen concentrations should be considered. In addition, adipose tissue has high cellular heterogeneity (Vijay et al., 2019) and apart from cells at the different stages of adipogenesis, the hypoxic response of other cell types such as macrophages (Catrysse and van Loo, 2018) or the crosstalk mechanism of different cell types and different cell stages after hypoxic exposure remain to be further elucidated.

## Conclusion

Taken together, this study dissected the effects of hypoxia on cells at different stages of adipogenesis, and found that hypoxia caused divergent changes of cell phenotypes during adipogenesis and differentially modulated the expression profile of adipose-associated genes. We also identified DE mRNAs and DE lncRNAs in differentially hypoxic responses of preadipocytes during adipogenesis. Notably, our study revealed some important lncRNA-mRNA regulation axis in the cellular response to hypoxia during adipogenesis. These results uncovered novel regulators that are potentially involved in WAT function and may provide a new viewpoint for interpretation and treatment of obesity.

## Materials and Methods

### Hamster Primary Preadipocyte Culture

Healthy female 6-week-old hamsters weighing 80 ± 10 g were bought from Dashuo Laboratory Animal Center (Chengdu, Sichuan, China) and housed in a standard environment (20 ± 2°C and 58% ± 2% humidity), with free choice feeding for three days before experiment. Primary preadipocyte culture was performed as previously described (Saulnier-Blache et al., 1991; Klaus et al., 2001). Briefly, hamsters were sacrificed by cervical dislocation (*n* = 15). iWATs were removed under sterile condition and the connective tissue and blood vessels were dissected out. The tissue from all hamsters were pooled and washed with PBS containing 4% penicillin-streptomycin (Sigma-Aldrich, Milwaukee, United States), cut into small pieces, and digested at 37°C water baths in DMEM supplemented with 1 mg/mL collagenase I (Sigma). The suspension was filtered through 70 and 40 μm strainer. Floating adipocyte fraction was discarded and the remaining preadipocyte fraction were collected by low speed centrifugation. Preadipocytes were seeded onto culture dishes and incubated in complete medium (CM) containing DMEM (Hyclone, Logan, UT, United States) and 10% FBS (GIBCO, Grand Island, NY, United States) at 37°C in a humidified atmosphere with 5% CO_2_ and 95% air until confluence (Figure 1A).

All animal experiments was conducted according to the Regulations for the Administration of A airs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004) and was approved by the Institutional Animal Care and Use Committee at the College of Animal Science and Technology, Sichuan Agricultural University, Sichuan, China, under permit “No. DKY-B20171903.”

### Preadipocyte Differentiation and Hypoxia Exposure

Differentiation of preadipocytes was performed by classic cocktail methods (Zhang et al., 2018). Cells grown to 100% confluence (D0) were induced using differentiation medium (DM) containing CM, 1 M dexamethasone, 10 g/mL insulin and 0.5 mM IBMX (Sigma). Two days after the induction, medium was replaced to the maintenance medium (MM) containing CM and 10 g/mL insulin (Sigma). For hypoxia exposure, cells at five differentiation timepoints (D-1, D0, D2, D6, and D10) received hypoxia for 24 h in a modular incubator chamber with 5% CO_2_, 1% O_2_, and 95% N_2_ (MIC-101, Billups-Rothenberg, Del Mar, CA, United States). Corresponding medium in different groups were pre-equilibrated to hypoxia for at least 4 h before use. Cells in the normoxia-matched group were placed in conventional conditions (5% CO_2_ and 95% air) and served as the control (Figure 1B).

### Detection of Cell Viability and LDH Release

Cell viability and LDH release were respectively analyzed using CCK8 and LDH Cytotoxicity Assay Kit (Beyotime, Shanghai, China) according to the manufacturer’s recommendations. For CCK8 detection, 10 μL CCK8 reagent was added to the culture medium 4 h before analysis and then optical density (OD)450_nm_ values were measured using a microplate reader (Thermo Fisher Scientific, Madrid, Spain). For LDH release analysis, the culture medium in each group was premixed with the relevant reagent and incubated. OD490_nm_ values were measured and LDH release rate presented as the percentage of the maximum enzymatic activity. At least three independent experiments were repeated three times. All values are presented as mean ± standard deviation (SD).

### Detection of Culture Medium Glucose

Culture medium glucose content were detected using a glucose oxidase–peroxidase assay kit (Nanjing Jiancheng Bioengineering Institute, China). Briefly, cells in different timepoints were gently washed twice with prewarming (37°C) PBS and treated with insulin (100 nM) in complete medium for 24 h. Culture medium of 3μL each group were premixed with 300 μL work solution and incubated for 15 min. OD 505_nm_ values were measured using a microplate reader. Blank control and adjustment group added to 3 μL sterile distilled water and 3 μL calibrator (5.55 mM), respectively. The content of culture medium glucose in normoxia group was used as a reference to determine the hypoxia effect. At least three independent experiments were repeated three times. All values are presented as mean ± SD.

### Oil Red O Staining and Triglyceride Assay

Briefly, the cells in different timepoints were gently washed with PBS, fixed with 4% paraformaldehyde for 60 min, and then washed with PBS for three times. The fixed cells were stained with 0.5% ORO for 3 h at room temperature and washed with PBS for three more times. Subsequently, images were captured using an Olympus IX53 microscope (Olympus, Tokyo, Japan). For the triglyceride assay, the stained cells were incubated with isopropanol for 20 min, and OD values were measured at a wavelength of 510_nm_ by a spectrophotometer.

### Total RNA Extraction, Library Preparation, and Sequencing

Total RNA was isolated from the cell sample using HiPure Total RNA Mini Kit (Magen, Guangzhou, China) according to the manufacturer’s instruction. The integrity and quality of total RNA samples were analyzed with NanoDrop 2000 (Thermo Fisher Scientific, Wilmington, DE, United States) and Bioanalyzer 2100 system (Agilent Technologies, Palo Alto, CA, United States). The RNAs with a ratio of absorbance at 260/280 nm ranged from 1.8 to 2.0 and RIN value > 1.8 were selected for further study. A total of twenty samples (hypoxia vs. normoxia, five timepoints, two replicates) were selected for sequencing. Approximately 1 μg total RNA were used to generate RNA-seq libraries using the Ribo-Zero^TM^ kit (Epicenter, Madison, WI, United States) for each sample, and then high-quality strand-specific libraries were sequenced on the MGI-SEQ 2000 platform (BGI, Shenzhen, Guangdong, China) and 100-bp paired-end reads were obtained. High-quality data were controlled by removing poly-N and low-quality reads including those with ≥ 10% unidentified nucleotides, > 10 nt aligned to the adapter with ≤ 10% mismatches allowed, and with > 50% of bases with phred quality < 5. The RNA-Seq data have been deposited in NCBI’s (National Center for Biotechnology Information) Gene Expression Omnibus (GEO) and the accession number was GSE143873.

### Identification of mRNA and lncRNA

Clean data were mapped to the *Cricetulus griseus* reference genome (CriGri-PICR) using STAR (v.2.6.0c) with suggested parameters in GENCODE to identify mRNA transcripts (Ghosh and Chan, 2016). To obtain lncRNAs transcripts, the mapped reads for each sample were assembled using Cufflinks (v.2.1.1) (Pertea et al., 2015). Then we performed a transcript’s filtering and merging with software AssemblyLine^1^ and TACO (v.0.7.3). First, transcripts with clipped exon (first or last exons < 15 bp) or poorly assembled (transcript length ≤ 250 bp) were removed. Second, remaining transcripts were filtered from background noise, then subjected to taco_run (main function in TACO) for transcript’s merging. The transcripts annotated as PCG (protein coding genes) were discarded and remaining (putative non-coding) transcripts were used for the prediction of coding potential according flowed steps: (1) putative non-coding transcripts sequences were translated in all six possible frames with Transeq (part of EMBOSS v.6.6.0) and count the significant domain hits against Pfam (release31) database with PfamScan (v.1.6) as well as coding sequence in reference genome. (2) Shared domains which hit by putative non-coding and coding sequence were considered to be likely with *p* > 0.05 or odd < 10 after fisher exact test, putatively non-coding transcripts that hit in likely domains were furtherly removed. (3) CPC2^2^ was used to assess coding potential in both strands of the putatively non-coding sequences (Kong et al., 2007). (4) Putative transcripts supported to be non-coding by PfamScan and CPC2 were considered to be lncRNAs.

### Expression Analysis of mRNA and lncRNA

The mRNA and lncRNA expression level of transcripts per kilobase million (TPM) of each sample was calculated by kallisto (v0.44.0) (Pertea et al., 2015); mRNAs with TPM > 1 in at least two replicates of one group were considered to be expressed (lncRNAs with TPM > 0.1). Then edge R (Bioconductor version: Release 3.10) (Robinson et al., 2010) was applied to detect DE mRNAs and lncRNAs, and mRNAs with adjusted-*P* values < 0.05 and |log_2_(FC)| > 1 were considered to be DE mRNAs. Given the large variation and low abundance in expression level, lncRNAs with adjusted-*P* values < 0.01 and |log_2_(FC)| > 1 were considered to be DE lncRNAs. Loci and expression levels of lncRNA and mRNA reads abundance were generated by integrative genomics viewer (IGV) v.2.4.10 (Thorvaldsdottir et al., 2013).

### Functional Enrichment Analysis

Gene Ontology (GO) functional enrichment analysis and KEGG pathway functional enrichment analysis were performed with DE mRNAs at the Metascape web portal^3^ (Zhou et al., 2019). To predict the functions of DE lncRNAs, the DE mRNAs that were within 100 kb of the lncRNAs were collected (*cis* analysis). Then, Hmisc (an R package)^4^ was applied to calculate Pearson correlations between lncRNAs and mRNAs, and mRNAs with high correlations (|r| > 0.90 and *p* < 0.05) were collected (*trans* analysis). We extracted the overlapping of highly related mRNAs from *cis*/*trans* analysis and performed functional enrichment analysis as well. GO terms or KEGG pathways with Benjamini-corrected *P* < 0.05 were significant.

### Gene Sets Analysis

Adipose-associated gene sets were quoted from previous reports, including adipokines (Dahlman et al., 2012), lipogenesis, lipolysis (Arner et al., 2018), hyperplasia, hypertrophy (Hammarstedt et al., 2018), inflammatory (Reilly and Saltiel, 2017) and ECM deposition (Naba et al., 2016). These genes were usually derived from human- or mouse-based studies and the genes which only one-to-one ortholog to hamster were used. Then the expression profile changes of these genes were presented by heatmaps [log_2_ fold change (hypoxia/normoxia)].

### Validation of mRNAs and lncRNAs by qPT-PCR

The reverse transcription of mRNA and lncRNA from total RNA were performed using PrimeScriptTM RT Reagent Kit with gDNA Eraser (Takara, Beijing, China). qPCR reaction system (in 10 μL) included 1 μL cDNA, 0.5 μL primers, 5 μL SYBR (TaKaRa, Shanghai, China), and 3 μL RNA-free water. The following RT-PCR reaction was performed in a Bio-Rad CFX96 PCR System (Bio-Rad, Hercules, United States) for all mRNAs and lncRNAs: 95°C for 3 min, followed by 40 cycles of 95°C for 10 s and amplification at the optimal temperature for each gene for 30 s, 95°C for 30 s, and then a melting curve analysis (65–95°C). The relative expression of mRNA and lncRNA was calculated using the 2^–ΔΔCT^ method and expressed as fold-change relative to the normoxia group. β*-actin* was used to correct the gene expression. All primers used for qPCR were listed in Supplementary Table S7.

### Western Blot Analysis

Western blot analysis was performed as previously described (Zhang J. et al., 2019). Total protein was extracted from the hypoxic and normoxic cells in different timepoints using radioimmunoprecipitation assay lysis buffer containing protease and phosphatase inhibitors (Beyotime, Beijing, China) and quantified using a BCA protein assay. Approximately 30 g of protein was loaded and separated on an 8% SDS-PAGE gel, and then transferred to polyvinylidene difluoride membranes (BIO-RAD, Hercules, United States). The membranes were blocked with non-fat milk for 2 h at room temperature, and then incubated with anti-HIF-1α (Abcam, Cambridge, United States) primary antibodies at 4°C overnight (dilution ratios 1:1000). Subsequently, the membranes were washed in PBS with Tween-20 before incubating with secondary antibodies for 2 h at room temperature. The antigen–antibody bands were visualized and quantified using ImageJ software (Bethesda, MA, United States). Tubulin (Abcam, Cambridge, United States) (dilution ratios 1:1000) was used as a control.

### Statistical Analysis

All experiments were performed as at least three independent experiments with three technical repetitions. The data are expressed as mean ± SD. Significance tests were performed using SPSS 22.0 software (SPSS, Chicago, United States). Unpaired Student’s *t*-test and one-way ANOVA with Tukey’s *post hoc* test was used to evaluate the differences between two groups or three or more groups, respectively. *p* < 0.05 was considered as statistically significant (^∗^*p* < 0.05, ^∗∗^*p* < 0.01).

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/ Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee at the College of Animal Science and Technology, Sichuan Agricultural University, Sichuan, China, under permit “No. DKY-B20171903.”

## Author Contributions

JZ, JM, and ML designed the experiments. JZ, JM, XZ, SH, JS, KL, LJ, and LL carried out the experiments data organization and statistical analyses. PL provided the experimental samples. JZ and JM wrote the original manuscript. SH, LJ and QT participated in the study design and discussed the manuscript. LG, XL, SS, and ML reviewed and edited the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://assemblyline.googlecode.com

2 http://cpc2.cbi.pku.edu.cn/

3 http://metascape.org/

4 https://cran.r-project.org/

## Abbreviations

CCK8: Cell Counting Kit-8
DE: differentially expressed
ECM: extracellular matrix
FC: fold change
H/N: hypoxia/normoxia
HIFs: hypoxia-inducible factors
iWAT: inguinal WAT
LDH: Lactate dehydrogenase
LncRNAs: Long non-coding RNAs
OD: optical density
ORO: Oil Red O
qRT-PCR: quantitative RT-PCR
SD: standard deviation
TPM: transcripts per kilobase million
WAT: White adipose tissue.

How the deposited data were processed for this re-analysis (not part of the article)

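The series holds 20 RNA libraries of Chinese hamster preadipocytes from inguinal white fat, kept for 24 h in 1% or 21% oxygen up to D0, D1, D3, D7 or D11 of differentiation, with 2 libraries for each of 10 groups. Library labels were taken from the column names, the tissue of all animals was pooled, and the paper calls the 2 libraries of a group biological replicates and reports at least 3 independent experiments overall, but does not say whether these libraries come from separate cultures. The authors sequenced RNA depleted of ribosomal RNA, processed images with CASAVA 1.8.2, aligned reads to CriGri-PICR with STAR 2.6.0c, assembled transcripts, classed those without coding potential as lncRNAs, and computed the deposited TPM values (an abundance corrected for transcript length and depth) with kallisto 0.44.0. The deposited tables list 10318 mRNAs and 4295 lncRNAs that pass the authors' filter, TPM over 1 for mRNAs and over 0.1 for lncRNAs in both replicates of a group. Each library had 94024144 to 100618924 mapped reads by the paper's supplement, but read counts of single genes are in no file, so the precision of a low TPM could not be computed and count tests were not used. Gene names came from the paper's supplementary tables, which name 3858 of the mRNAs, chiefly those the authors called or listed, and the reference in hand pairs no further IDs with names. The copy of those tables lacks part of the D11 mRNAs and lncRNA pairs and all trans pairs, so no gene set was tested on them.

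Log2(TPM + 1) for mRNAs and log2(TPM + 0.1) for lncRNAs were each fitted in 1 linear model with a mean for each group in limma 3.58.1 (eBayes with trend, 10 residual degrees of freedom; R 4.3.3), and hypoxia minus normoxia was tested at each timepoint with Benjamini-Hochberg adjustment within it. DE means an absolute log2 fold change over 1 with an adjusted p under 0.05 for mRNAs or 0.01 for lncRNAs, the paper's thresholds. In a gene list a member rose or fell when its adjusted p was under 0.05. A relative log2 fold change has the median of all mRNAs (or lncRNAs) at that timepoint subtracted. The difference between the effects at D7 and D11, and normoxia at D11 against D0, were contrasts of the same model. Lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the study's own lists and over the other lists separately, and lists with fewer than 5 named members were not tested. The 8 study lists come from the paper's supplement, and the others were written from general knowledge after the paper and its tables had been read. Correlations, clustering (complete linkage on Euclidean distance) and Fisher's exact test used numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in Python 3.11.15, adjustment of p outside limma used statsmodels 0.14.6, and figures used matplotlib 3.10.9. Neighbours are lncRNAs and mRNAs within 100 kb by the positions in the paper's table. Intervals given as bootstrap resample genes and describe these libraries.

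The model was tested on simulated data, where 200 of 10318 mRNAs were changed at D7 by a log2 value of 1, 1.5 or 2: 97.5%, 100% and 100% of them passed the adjusted p, 39.5%, 100% and 100% passed both thresholds, and 8, 8 and 9 unchanged mRNAs passed the adjusted p. The changed mRNAs had a mean above 5 TPM in normoxia at D7, and as many rose as fell. Noise was independent between genes, and no library was shifted as a whole. These rates therefore do not extend to low TPM, to correlated genes, to the shifts at D7 and D11 or to the lncRNA fit, which was not simulated. The tests, thresholds, lists, naming rule and most alternatives were set before the data were examined, with the values in the paper's tables already seen. Alternatives were other pseudocounts and filters, quantile normalization, median centring, scaling lncRNAs by the mRNA median, a replicate block, a fit of the 4 libraries of a timepoint, leaving out each library in turn, an adjusted p under 0.05 for lncRNAs, an estimated inter-gene correlation, untransformed TPM and Spearman rho, other linkages, and 10 kb for neighbours; crossed replicate pairing, a fit without the D11 libraries, the clustering of hypoxia and normoxia apart and the named mRNAs as background were added later. Genes are named when the paper's results name them; when they are among the 6 DE mRNAs with the largest rise or fall at a timepoint that have a symbol, a mean TPM of at least 10 in the higher group and no overlap between the libraries of the 2 conditions; when they are among the 4 members of a discussed list with the largest change past the threshold; or, for lncRNAs, when they are among the 2 with the largest rise or fall and a mean TPM of at least 1. Some genes that this rule names are not reported here. A planned correlation of lncRNAs with mRNAs over the 20 libraries was left out because the libraries fall into groups by stage, and the paper's pathway enrichment was not repeated because no pathway database was at hand. The qRT-PCR and read tracks of the paper are not among the files.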

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

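The contrast between D7 and D11 was planned, and only the abundant features of the second paragraph were chosen after their values were seen. A planned limma contrast found that the hypoxia effect differed between D7 and D11 for 7709 of 10318 mRNAs (adjusted p under 0.05), which is why this comparison gets a closer look, as do the lists below, whose difference camera called. With the D11 libraries as labelled, cell division showed the largest change, with a relative median of -2.96 for mitosis, where 28 of 28 genes fell from D7 to D11 and 0 rose, and -1.86 for DNA replication (21 of 29 fell, 2 rose). The order of the lists was not checked with these labels exchanged. Other lists moved down too, with -1.75 for cholesterol synthesis, -1.25 for lipogenesis, -1.39 for glycolysis and -0.69 for the HIF targets outside it, -0.53 for the respiratory chain, -1.33 for ribosomal proteins, -1.33 for the clock, -1.14 for the unfolded protein response, -0.86 for immediate early genes, -0.91 for hyperplasia and -0.997 for anti-inflammatory genes. With quantile normalization 7 of these lost their call, with -0.17 for lipogenesis, -0.74 for glycolysis, -0.21 for HIF targets, -0.19 for the respiratory chain, -0.079 for ribosomal proteins, -0.47 for the unfolded protein response and -1.04 for immediate early genes, and the last 2 also lost it with median centring. The lists that moved up were zinc finger genes (1.17, 107 of 114 rose and 3 fell), interferon-response genes (1.03), pro-inflammatory genes (0.72) and lipolysis genes (0.68), and the last 3 lost their call against the named mRNAs (0.68, 0.36 and 0.33). Their camera adjusted p ran from 7.1e-33 to 0.025, and with an estimated correlation none passed (adjusted p = 0.29 to 0.42).

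A pair of unnamed features that the paper does not discuss, ENSCGRG00015001798 among the mRNAs and G15991 among the lncRNAs, stood far above their normoxic level at D11. ENSCGRG00015001798 had 62459 ± 393 TPM in hypoxia and 19724 ± 7404 TPM in normoxia (SD, n = 2) at D11, against a median of 13.8 TPM in the libraries of D0 to D7. G15991 had 51430.5 ± 15839 and 12768 ± 1173 TPM, against 51.2 TPM before. Before D11 the highest values stood in Hypoxia D7 replicate 2 (135 and 282 TPM) and Normoxia D1 replicate 2 (92.1 and 231 TPM), and not in their replicates. Neither the files nor the paper's tables give a name for them, so what they encode stays unknown here.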

How the results depend on the processing

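The crossed replicate pairing, the fit without the D11 libraries, the clustering of each oxygen level alone and the test of lists against the named mRNAs were chosen only after the data were seen. Over the 148 reported counts, lists, correlations, clusterings and pairs, 1116 of 1327 values under alternatives kept their call or stayed close, and 11 reversed. With a pseudocount of 0.1 DE mRNAs numbered 153, 341, 378 and 1285 at D0, D1, D3 and D7, and with 1 DE lncRNAs numbered 16, 27, 37, 138 and 524 at D0, D1, D3, D7 and D11. Quantile normalization gave 362 and 990 at D7 and D11 for mRNAs and 293 and 459 at D7 and D11 for lncRNAs, median centring 376 and 1408 at D7 and D11 and 89, 103, 297 and 637 at D1, D3, D7 and D11, and scaling by the mRNA median 55, 84, 441 and 883 at D0, D1, D7 and D11 for lncRNAs. A filter of TPM above 1 left DE lncRNAs numbering 76 and 1234 at D3 and D11, and an adjusted p under 0.05 gave 109, 132 and 167 at D0, D1 and D3. The majority turned from higher to lower or back, as higher and lower counts, for mRNAs at D11 with quantile normalization (390 and 600) and centring (404 and 1004), and for lncRNAs at D1 with centring (38 and 51), at D3 with a pseudocount of 1 (17 and 20), the TPM above 1 filter (34 and 42), centring (50 and 53) or without Normoxia D3 replicate 1 (11 and 13, 24 in all) or Hypoxia D3 replicate 1 (12 and 22, 34 in all), at D7 with centring (166 and 131) and at D11 with quantile normalization (197 and 262) and centring (169 and 468), and the cause was not tested. Libraries with the same number deviated from their group means with r of 0.153, -0.125, 0.0816, 0.0128 and 0.282 for mRNAs and 0.0578, 0.0361, 0.0383, -0.104 and 0.00742 for lncRNAs from D0 to D11. With 2 libraries per group these values cannot show whether libraries of the same number share a culture or a batch. With the replicate block DE lncRNAs numbered 3, 15 and 12 at D0, D1 and D3, and with crossed pairing 10, 18 and 35 at D0, D1 and D3. In a limma fit of only the 4 libraries of a timepoint, 0, 2, 0, 0 and 0 lncRNAs were DE from D0 to D11, where 858, 830, 800, 1753 and 2584 had an unadjusted p under 0.05 and 3, 2, 1, 627 and 2177 an adjusted p under 0.05. Without 1 library of a timepoint the lone library of its group is assumed to vary like the others, and DE lncRNAs ranged from 5 to 20 at D0, 14 to 19 at D1, 19 to 34 at D3 and 320 to 793 at D7. Of the list results without 1 library, 391 kept their call, 16 lost it and 5 gained it, with relative medians of adipokines 0.22 to 0.29 at D3, adipokines 0.15 to 0.47 at D11, lipolysis 0.060 to 0.21 at D1, hyperplasia 0.38 to 0.46 at D7, pro-inflammatory 0.11 to 0.21 at D3, ECM 0.28 to 0.42 at D11, cytokines and chemokines 0.33 to 0.40 at D0, mitosis 0.10 to 0.26 at D0, cholesterol synthesis 0.045 to 0.21 at D0, cholesterol synthesis -0.48 to -0.15 at D3, ribosomal proteins -0.17 to -0.15 at D1, immediate early genes 0.16 to 0.34 at D0, respiratory chain 0.15 to 0.19 at D7, respiratory chain -0.49 to -0.43 at D11, TCA cycle -0.15 to -0.037 at D0, brown and beige markers 0.24 to 0.46 at D7. With an estimated inter-gene correlation 72 list calls were lost and 54 results were the same, and glycolysis and HIF targets at D0, D1 and D3 alone kept a call. The lost ones were adipokines 0.23 at D3, lipogenesis 0.39, 0.78 and -0.83 at D0, D1 and D11, -1.25 from D7 to D11 and 2.31 in normoxia from D0 to D11, lipolysis 0.12 and 0.50 at D1 and D11 and 0.68 from D7 to D11, hyperplasia 0.43 and -0.57 at D7 and D11 and -0.91 from D7 to D11, pro-inflammatory 0.21 and 0.49 at D1 and D11 and 0.72 from D7 to D11, anti-inflammatory -0.68 at D11 and -0.997 from D7 to D11, ECM 0.21, 0.22, 0.37 and 0.38 at D0, D1, D3 and D11, glycolysis 0.81 at D7 and -1.39 from D7 to D11, HIF targets 0.79 at D7 and -0.69 from D7 to D11, angiogenesis 0.26, 0.22 and 0.22 at D0, D1 and D3, autophagy 0.13 at D1, TLR4 and NF-κB signalling 0.68 at D11, cytokines and chemokines 0.37 and 0.50 at D0 and D1, interferon response -0.63 at D7 and 1.03 from D7 to D11, mitosis 0.16, -0.24, 0.77 and -2.22 at D0, D3, D7 and D11 and -2.96 from D7 to D11, DNA replication -0.19, -0.47, -0.82 and -1.64 at D0, D1, D3 and D11 and -1.86 from D7 to D11, adipocyte markers 0.86 in normoxia from D0 to D11, zinc finger genes -0.58 and 0.62 at D7 and D11 and 1.17 from D7 to D11, cholesterol synthesis 0.13, -0.37 and -1.47 at D0, D3 and D11 and -1.75 from D7 to D11, ribosomal proteins -0.14 and -1.21 at D1 and D11 and -1.33 from D7 to D11, circadian clock 0.26, 0.43, 0.94 and 1.32 at D0, D1, D3 and D7 and -1.33 from D7 to D11, immediate early genes 0.24, 0.26, 0.40 and 0.92 at D0, D1, D3 and D7 and -0.86 from D7 to D11, unfolded protein response 0.52 at D7 and -1.14 from D7 to D11, respiratory chain -0.27, -0.27 and -0.44 at D1, D3 and D11 and -0.53 from D7 to D11, TCA cycle -0.091 at D0. Against the named mRNAs 15 calls were lost, namely adipokines 0.22 at D3, lipolysis 0.10 and 0.27 at D1 and D11 and 0.33 from D7 to D11, pro-inflammatory 0.36 from D7 to D11, ECM 0.14 at D11, autophagy 0.11 at D1, TLR4 and NF-κB signalling 0.45 at D11, cytokines and chemokines 0.35 and 0.48 at D0 and D1, interferon response 0.68 from D7 to D11, mitosis 0.15 at D0, cholesterol synthesis 0.12 at D0, immediate early genes 0.22 at D0, TCA cycle -0.11 at D0. Quantile normalization ended 17 calls, namely lipogenesis -0.11 at D11 and -0.17 from D7 to D11, lipolysis 0.15 at D1, hyperplasia 0.36 at D7, glycolysis -0.74 from D7 to D11, HIF targets -0.21 from D7 to D11, angiogenesis 0.20 at D1, cytokines and chemokines 0.28 and 0.41 at D0 and D1, ribosomal proteins -0.20 and -0.21 at D1 and D11 and -0.079 from D7 to D11, immediate early genes -1.04 from D7 to D11, unfolded protein response -0.47 from D7 to D11, respiratory chain -0.26 and -0.15 at D1 and D11 and -0.19 from D7 to D11, and made 5, namely adipokines 0.46 at D11 and 0.54 from D7 to D11, ECM 0.37 from D7 to D11, HIF targets 0.51 at D11, autophagy 0.33 at D11. Median centring ended 6, namely lipolysis 0.12 at D1, hyperplasia 0.43 at D7, cytokines and chemokines 0.50 at D1, adipocyte markers 0.86 in normoxia from D0 to D11, immediate early genes -0.86 from D7 to D11, unfolded protein response -1.14 from D7 to D11, and made 3, namely adipokines 0.35 at D11, ECM 0.42 from D7 to D11, TLR4 and NF-κB signalling 0.82 from D7 to D11. The replicate block ended 3, namely lipolysis 0.12 at D1, respiratory chain -0.44 at D11, TCA cycle -0.091 at D0, and made 2, namely ECM 0.42 from D7 to D11, brown and beige markers 0.23 at D7, and a pseudocount of 0.1 ended 2, namely lipolysis 0.61 from D7 to D11, respiratory chain -0.53 at D11. On untransformed TPM the mean r of mRNAs was 0.99 between replicates, 0.925 between hypoxia and normoxia and 0.736 between timepoints, and of lncRNAs 0.984 between replicates and 0.566 between timepoints, and Spearman rho of lncRNAs was 0.934, 0.880 and 0.830. Both other clusterings put the libraries of 2 timepoints into clusters of their own, for mRNAs, in place of 1, and clustered within 1 oxygen level alone, D0, D1 and D3 formed 1 cluster for mRNAs and lncRNAs with each linkage. Within 10 kb 19 neighbour pairs had both members DE, and with a pseudocount of 0.1 for both members 156. Of the genes and lncRNAs named at a timepoint, 2 changed direction with median centring, Acly at D11 to -0.27 and Gsn at D11 to -0.11, and 5, 8, 7 and 1 lost their call with median centring, quantile normalization, the replicate block and a pseudocount of 1. The mRNA counts from only 4 libraries, from a filter of TPM above 5 and from the replicate block, and all counts without the D11 libraries, stayed within 1.5 times the count of the 20 libraries.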

Differences from the paper's values

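The comparisons with single genes, gene lists and figures were chosen only after the values were seen. At the paper's thresholds for mRNAs the paper counted 149, 326, 365 and 1099 DE mRNAs at D0, D1, D3 and D7, against 91, 183, 194 and 572 here from limma on log2(TPM + 1). Of the alternatives set before the data were examined, a pseudocount of 0.1 brought all 4 within 1.5 times the paper's counts (153, 341, 378 and 1285), as did median centring at D0 (101), leaving out Normoxia D1 replicate 1 (232) or Hypoxia D1 replicate 2 (220) at D1, and leaving out Hypoxia D7 replicate 1 at D7 (767). The TPM above 5 filter, no filter, quantile normalization, the replicate block, a fit of only the 4 libraries, median centring at D1, D3 and D7, and leaving out any other library did not. At D11, where the paper counted 2504 and limma gave 2464, a pseudocount of 0.1 moved the count away, to 3656. Every mRNA of the paper's tables, 149, 326, 365, 1099 and, in a copy that lacks part of D11, 1247, changed here in the direction the paper gives. The direction comes from the same libraries, so it is not independent evidence. Of these mRNAs 49.0%, 41.1%, 44.7%, 39.6% and 72.7% were also DE here from D0 to D11. For lncRNAs the paper gives 158, 250, 195, 43 and 348 higher from D0 to D11 against 31, 37, 42, 24 and 1874 here, and 28 and 280 lower at D0 and D11 against 4 and 80, with the paper's thresholds for fold change and adjusted p. Scaling by the mRNA median (51) or an adjusted p under 0.05 (35) came within 1.5 times the paper's count for those higher at D7, a pseudocount of 1 for those higher at D11 (494), and quantile normalization for those lower at D11 (262). None of the other alternatives did so for these counts, and no alternative did so for the counts higher at D0, D1 and D3 or lower at D0. No setting came that close in both directions at D11: the pseudocount of 1 gave 30 lower there, and quantile normalization 197 higher. Of the lncRNAs in the paper's tables all changed in the direction the paper gives from D0 to D7, and 619 of 628 at D11. Only 18.3%, 16.6% and 28.1% of them were also DE here at D0, D1 and D3, and 86.0% and 66.6% at D7 and D11. The union of DE lncRNAs was 1431 in the paper and 2249 here, and the mean TPM of mRNAs 20.44 in the paper and 33.0 here, for both of which no alternative was set.

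The paper's mean correlations of mRNAs were about 0.99 between replicates, about 0.93 between hypoxia and normoxia and about 0.74 between timepoints in Fig. 3C, read by eye, against 0.995, 0.969 and 0.943 here on log2(TPM + 1). For lncRNAs they were about 0.98 between replicates and about 0.57 between timepoints in Fig. 6F, read by eye, against 0.958 and 0.870 here. On untransformed TPM, set before the data were examined, the values were 0.99, 0.925 and 0.736 for mRNAs and 0.984 and 0.566 for lncRNAs, within the paper's. Of these 5 values Spearman rho reached the paper's for mRNA replicates alone.

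The paper's heatmap groups the libraries of D1 and of D3 by timepoint for mRNAs, whereas here, with all 20 libraries together, the 4 mRNA libraries of D0 alone formed a cluster with complete linkage, and D0 and D1 did so with the 2 other linkages. Among the genes the paper lists as DE at all 5 timepoints, Upp1 alone was DE at all of them here, and Meltf at D0 (-0.64) and Gsn at D3 (0.92) stayed under the fold-change threshold, which a pseudocount of 0.1 took them past (-1.14 and 2.19). Gapdh at D11, Cxcl12 at D0 and Ptges at D7 stayed under it as well. Aim2 at D7 (0.96) passed it with median centring (1.22) and with quantile normalization (1.04), and Gsn at D3 with median centring (1.01). The paper states in general that hypoxia raised most adipokines at timepoints other than D7. At D1 12 of 24 lay above 0 here, and 16 above the median of all mRNAs. The paper takes enriched cytokine, TLR4 and NF-κB pathways at D7 to imply more inflammation, though on its own list it reports lower pro-inflammatory genes there, as here (15 of 25 fell and 1 rose), while here 10 of 20 TLR4 and NF-κB genes fell at D7 and 5 rose, and 14 of 16 interferon-response genes fell. The TLR4 and NF-κB list was not called at D7, and its counts were near even with each library centred on its median. The paper also reads the D7 changes as a further inhibition of proliferation, where 21 of 28 mitosis genes rose and 0 fell, while among 29 replication genes 9 fell and 1 rose, the paper's way. In Fig. 7C the read tracks of Csf1 at D11 stand higher in normoxia, whereas the paper's text, its qRT-PCR in Fig. 7D and the TPM here (log2 fold change 2.77) have it higher in hypoxia. Cdsn, Ltbp3 and Cblb, which the paper calls changed, moved here in the same direction and under the threshold of 1, with 0.52 and 0.66 at D1 and D3, -0.79 at D7 and 0.91 at D11, and a pseudocount of 0.1 gave 1.40, 1.16, -1.33 and 1.88.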

Other observations

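The tests of oxygen in the normoxic cultures, of scaling between the D11 libraries and of abundant features were chosen only after the results they bear on were seen, and the bounds for an exchange across all mRNAs, for the share of higher mRNAs and for abundant features were changed after values were seen. The effects of hypoxia at D7 and D11 opposed each other across mRNAs (r = -0.412, bootstrap interval -0.430 to -0.394). With quantile normalization the r of D7 and D11 was still -0.354 (-0.373 to -0.334), so the opposition remained when the libraries were given equal distributions. An equal log2 shift of all mRNAs leaves r across them unchanged, apart from the pseudocount at low TPM. This value is therefore no test of such a shift between the D11 libraries. DE lower at D7 and higher at D11 were 299 mRNAs, where 106 were expected from independent calls. These calls include the shift of all mRNAs at each timepoint, and some mRNAs may pass more easily at both. The excess alone therefore does not show opposed effects. Labels exchanged at D11 cannot be told apart from true opposite effects: the D11 effects had r = 0.0713 (0.0474 to 0.0932) with the mean of D0, D1 and D3, and 0.176 (0.0627 to 0.287) over the 290 mRNAs DE at D0, D1 or D3, which speaks against an exchange, but over these mRNAs the D7 effects went with the early ones (r = 0.452, 0.363 to 0.537) and against D11 (r = -0.257, -0.363 to -0.140), so with either labelling D11 opposes some earlier effects, and a bound that looked only at the early ones was wrong. For the HIF targets alone an exchange cannot be told apart from a lost response, since their relative median of 0.161 has an interval across 0 (-0.20 to 0.43), their r with the early effects was -0.34 (-0.71 to 0.16), and a median above 0 before subtraction (0.68) proved no bound because that of all mRNAs was 0.51. A biological explanation is that oxygen falls in the normoxic cultures as they differentiate, for which HIF targets need to be higher in normoxia at D7 than at D0, and their relative median change was 1.55 (1.09 to 2.15), with 0.57 (0.18 to 0.90) at D3 and 2.23 (1.70 to 2.67) at D11. Vegfa went the other way, from 81.9 TPM in normoxia at D0 to 42.4 TPM at D7, but 24 of the 29 targets lay above the median of all mRNAs and 5 below. Normoxic cells may thus have been short of oxygen by D7, which stays a hypothesis, as oxygen was not measured and differentiation itself was not tested as a cause, and the paper's HIF-1α blots at every timepoint, its triglyceride, lower in hypoxia at D11, and its D11 qRT-PCR run as labelled, though it does not say whether they share cultures or RNA with the libraries. The paper's read tracks of Csf1 at D11 in Fig. 7C run against the labels, standing higher in normoxia where the TPM is higher in hypoxia.

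DE mRNAs at D11 were mostly higher in hypoxia, and the median log2 fold change of all mRNAs there was off 0. The hypoxic D11 libraries also differ in quality, with 91.29% to 92.85% of reads mapped against 93.42% to 95.16% in normoxic ones, and a difference in quality was not tested as a cause. With each library centred on its median 28.7% of DE mRNAs at D11 were higher, but centring sets the median of all mRNAs to 0 whatever its cause, so a scaling difference between the D11 libraries cannot be told apart from a general rise of mRNAs. A few abundant features that take a different share of the libraries are argued against as the whole cause, because the median of all other mRNAs was 0.48 (pairs of libraries 0.46 to 0.50, against 0.51 before) with the 50 most abundant listed features removed and the other listed ones rescaled, and 0.31 with 500 removed. A rise of mRNA per cell in hypoxia at D11 was not tested, as TPM carries no absolute scale.

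DE lncRNAs and DE mRNAs within 100 kb mostly shared their direction, with 58 of 64 pairs where the shares among these pairs at each timepoint gave 54.8. Transcripts that read through from the gene, or are unannotated parts of it, cannot be told apart from shared regulation, since same-strand and opposite-strand pairs did not differ past the threshold (Fisher's exact test, p = 0.213) and only 26 pairs lay on opposite strands. No biological explanation of the shared direction was tested.

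Zinc finger genes, most of which encode DNA-binding proteins, fell under hypoxia at D7 and rose at D11. Of 114, 87 fell and 4 rose at D7, and 110 rose and 2 fell at D11 (adjusted over the list alone, 89 and 5, and 110 and 2, and with each library centred on its median 78 and 13, and 80 and 5), with relative medians of -0.58 and 0.62 (camera adjusted p = 2.7e-10 and 4.8e-08, and 0.28 and 0.72 with an estimated correlation). Zfp113 (-2.03), Zfp60 (-1.54) and Zfp386 (-1.51) fell most at D7, and at D11 Zfp113 (2.31) and Zfp553 (1.97) rose most.

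Cholesterol synthesis was low in hypoxic cells at D11, where 14 of 17 genes fell and 1 rose (14 and 2 when adjusted over the list alone), with a relative median of -1.47 (camera adjusted p = 1.6e-11, and 0.24 with an estimated correlation), among them Hsd17b7 (-2.47). The list was also called down at D3, where 9 fell and 1 rose (11 and 1 when adjusted over the list alone), and up at D0, where 1 rose and 0 fell, with the same numbers when adjusted over the list alone (relative medians -0.37 and 0.13, camera adjusted p = 0.0071 and 0.018, and 0.65 and 0.76 with an estimated correlation), and the calls were lost without Hypoxia D3 replicate 1 (adjusted p = 0.19) and at D0 without Hypoxia D0 replicate 1 (adjusted p = 0.21) or Normoxia D0 replicate 2 (adjusted p = 0.30) and against the named mRNAs (adjusted p = 0.13). Of 14 ribosomal protein genes 10 fell at D11 and 2 rose, with the same numbers when adjusted over the list alone (relative median -1.21, camera adjusted p = 2.4e-07, and 0.29 with an estimated correlation), led by Rps20 (-1.58) and Rps2 (-1.54), and with quantile normalization the call was lost (relative median -0.21), and at D1 5 fell and 0 rose, with the same numbers when adjusted over the list alone (-0.14, camera adjusted p = 0.028, and 0.64 with an estimated correlation and 0.055 with quantile normalization). Clock genes rose in hypoxia before D11, 3, 5, 6 and 8 of 10 from D0 to D7, while 1 fell at D7 (5 rose at D0 when adjusted over the list alone), with relative medians of 0.26, 0.43, 0.94 and 1.32 (camera adjusted p = 3.8e-04, 1.4e-05, 5.5e-07 and 1.5e-09, and 0.28, 0.14, 0.077 and 0.088 with an estimated correlation), and after Ciart and Dbp the largest D7 values were those of Bhlhe40 and Bhlhe41 (2.11 and 1.77), both of which HIF induces. Immediate early genes rose at the same timepoints and most at D7, where 9 of 13 rose and 0 fell, with the same numbers when adjusted over the list alone, among them Jun (1.40) and Klf10 (1.19). Their relative medians were 0.24, 0.26, 0.40, 0.92 and -0.08 from D0 to D11 (camera adjusted p = 0.012, 0.0055, 6.6e-04, 1.7e-07 and 0.92, and 0.60, 0.53, 0.39 and 0.18 up to D7 with an estimated correlation), and the D0 call was lost without Hypoxia D0 replicate 2 (adjusted p = 0.13) and against the named mRNAs (adjusted p = 0.096). The unfolded protein response rose at D7, 6 of 12 up and 1 down (7 and 1 when adjusted over the list alone), with Ppp1r15a (1.36) and Ddit3 (0.94), and a relative median of 0.52 (camera adjusted p = 1.4e-04, and 0.20 with an estimated correlation), and at D11 6 rose and 5 fell (-0.27, camera adjusted p = 0.18).

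At D11 16 of 20 TLR4 and NF-κB genes rose and 1 fell (17 and 1 when adjusted over the list alone, 14 and 3 with centring), with a relative median of 0.68 (camera adjusted p = 0.012, and 0.73 with an estimated correlation and 0.12 against the named mRNAs), and 13 of 16 interferon-response genes rose and 2 fell, with the same numbers when adjusted over the list alone (0.45, camera adjusted p = 0.27). Nuclear-encoded genes of the respiratory chain fell slightly at D1 and D3, 6 and 8 of 13 (8 and 10 when adjusted over the list alone), with relative medians of -0.27, -0.27, 0.18 and -0.44 from D1 to D11 (camera adjusted p = 0.021, 0.017, 0.14 and 0.049, and 0.53, 0.63, 0.74 and 0.73 with an estimated correlation). With quantile normalization the D1 and D11 calls were lost (adjusted p = 0.052 and 0.89). The D11 call was also lost with the replicate block, with a pseudocount of 0.1, and without Hypoxia D11 replicate 2 or Normoxia D11 replicate 1. The D7 list passed without Hypoxia D7 replicate 1. Of the TCA cycle only 5 genes had a name, with relative medians of -0.09, -0.12, -0.11, -0.04 and -0.07 (camera adjusted p = 0.037, 0.29, 0.096, 0.72 and 0.92). The D0 call was lost with an estimated correlation (adjusted p = 0.60), with the replicate block, without Hypoxia D0 replicate 2 or Normoxia D0 replicate 2, and against the named mRNAs (adjusted p = 0.084). The 5 named brown and beige markers had relative medians of 0.23 at D7 and -0.57 at D11 (camera adjusted p = 0.057 and 0.37), and passed at D7 without Hypoxia D7 replicate 1 (adjusted p = 0.021) or Normoxia D7 replicate 1 (adjusted p = 0.025). Markers of preadipocytes and fibroblasts, of endothelial, immune, muscle, epithelial and mesothelial cells, and noncoding RNAs retained in the nucleus had at most 2 members with a name, so these lists were not tested.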
